# Glucose Starvation Alters Heat Shock Response, Leading to Death of Wild Type Cells and Survival of MAP Kinase Signaling Mutant

**DOI:** 10.1371/journal.pone.0165980

**Published:** 2016-11-21

**Authors:** Nora Plesofsky, LeeAnn Higgins, Todd Markowski, Robert Brambl

## Abstract

A moderate heat shock induces *Neurospora crassa* to synthesize large quantities of heat shock proteins that are protective against higher, otherwise lethal temperatures. However, wild type cells do not survive when carbohydrate deprivation is added to heat shock. In contrast, a mutant strain defective in a stress-activated protein kinase does survive the combined stresses. In order to understand the basis for this difference in survival, we have determined the relative levels of detected proteins in the mutant and wild type strain during dual stress, and we have identified gene transcripts in both strains whose quantities change in response to heat shock or dual stress. These data and supportive experimental evidence point to reasons for survival of the mutant strain. By using alternative respiratory mechanisms, these cells experience less of the oxidative stress that proves damaging to wild type cells. Of central importance, mutant cells recycle limited resources during dual stress by undergoing autophagy, a process that we find utilized by both wild type and mutant cells during heat shock. Evidence points to inappropriate activation of TORC1, the central metabolic regulator, in wild type cells during dual stress, based upon behavior of an additional signaling mutant and inhibitor studies.

## Introduction

The universal response of cells to high, non-lethal temperatures is characterized by the massive, but transient synthesis of heat shock proteins (Hsps) that protect cellular proteins from denaturation, help refold them, or alternatively guide their destruction [1–2]. This response is also characterized by increased reliance on glycolysis for energy generation [3] at the expense of mitochondrial oxidative respiration. We have asked whether cell recovery from heat shock could be compromised if glycolysis simultaneously was blocked by glucose starvation, induced by a glucose metabolism inhibitor, 2-deoxyglucose (2-DG) [4]. Indeed, we found that these conditions of dual stress (DS) proved lethal to wild type (wt) *Neurospora crassa*.

We reported earlier [4] that inhibition of fatty acid synthesis, particularly ceramide synthesis, restored survival to wt cells under DS; and we identified a novel long chain phytoceramide, made uniquely by vulnerable wt cells, that might signal cell death. In the present study we show that wt survival of DS is dramatically increased by addition of the anti-oxidant glutathione to the growth medium, implicating oxidative stress as a chief source of lethality. In support of this, our assays on intact cells demonstrate that wt has elevated reactive oxygen species (ROS) as a result of DS, but not in response to heat shock (HS). Similarly, whole cell assays show that nitric oxide (NO) peaks in wt during DS, but not during HS.

Furthermore, addition of rapamycin, in this study, protected wt cells from DS-induced death. Rapamycin inhibits the Target of Rapamycin Complex 1 (TORC1), which is the central driver of cell growth and anabolic metabolism under favorable conditions [5]. TORC1 inactivation by nutritional deficiency or heat shock, an effect mimicked by rapamycin addition, typically results in the autophagic degradation and recyling of cellular components [6], thereby enhancing survival under stress conditions.

In our earlier study of DS [4], we also assayed survival of the *os2* mutant strain, which lacks a functional stress MAP kinase [7]; we were prompted by reports that the p38 mammalian homolog participates in cell death signaling. The Os2 MAP kinase of *N*. *crassa*, like its homolog Hog1 in *Saccharomyces cerevisiae*, is activated by HS [4], as well as by hyperosmotic stress; and it contributes to the heat shock response, although it is not required for HS survival [7]. In contrast to the extremely low survival of wt cells subjected to DS, we found that cells lacking a functional Os2 or deleted in *os2* survive DS well [4], indicating that activation of Os2 is detrimental to cells that undergo DS. In the current report, we learned that the *os2* mutant strain (os2) does not show the DS-induced increase in ROS found for wt and only a small increase in NO.

To gain a wider understanding of changes in gene expression induced by HS and DS, we employed global assays of proteins and mRNAs present in extracts of wt and os2 cells, utilizing iTRAQ [8] and RNAseq protocols [9]. We have focused our analysis on metabolic pathways and on the regulatory mechanisms utilized by wt and os2, employing a variety of experimental approaches in addition to bioinformatics. The results suggest that wt and os2 cells undergo autophagy in response to HS, but that only os2 undergoes autophagy during DS. We propose that TORC1 may be inappropriately activated in wt undergoing DS. Possible signaling pathways are examined and discussed.

## Results

### 2-DG Uptake

We verified that wt and os2 cells under stress incorporated similar amounts of 2-DG by providing them with radiolabeled 2-DG and measuring the radioactivity associated with cell pellets and the residual radioactivity of the growth medium. This showed that the kinetics of uptake were slower in os2, so that within the first 15 min os2 cells had taken up 7% of the available labeled 2-DG and wt had taken up 37%. However, the difference in uptake diminished by 75 min, when 48% of the 2-DG had been taken up by os2 and 59% by wt. Furthermore, by utilizing liquid chromatography-mass spectrometry we performed an untargeted metabolomics analysis of wt and os2 cells at 30°C, HS, and DS [10]. We learned that only the DS treatment of the two strains produced extracts with very highly increased levels of 1-*O*-phosphonohexitol, with a ratio of 86 for wt DS/30°C (p value of 0.0128) and a ratio of 452 for os2 DS/30°C (p value of 0.0056). This metabolite likely represents a product of accumulated phosphorylated glucose, from glycogen degradation and other sources, whose further metabolism is blocked by the 2-DG incorporated into these cells.

### Cell Survival

To detect possible signaling proteins involved in susceptibility to DS, we measured the DS survival of selected deletion mutant strains, which were developed through the *Neurospora* Genome Project [11] and provided by the Fungal Genetics Stock Center [12]. We learned that the *os2* deletion mutant survived 80% under DS, but the os2 strain that we employed in further experiments for this study is a long-studied point mutant strain, UCLA 80, that produces a truncated non-functional protein [13]. This mutant strain also shows high survival in response to DS, varying between 75% and 90% of its control (Fig 1), whereas wt is largely killed by DS, surviving 2% to 5% of its room temperature (RT) control in petri plate assays.

**Fig 1:**
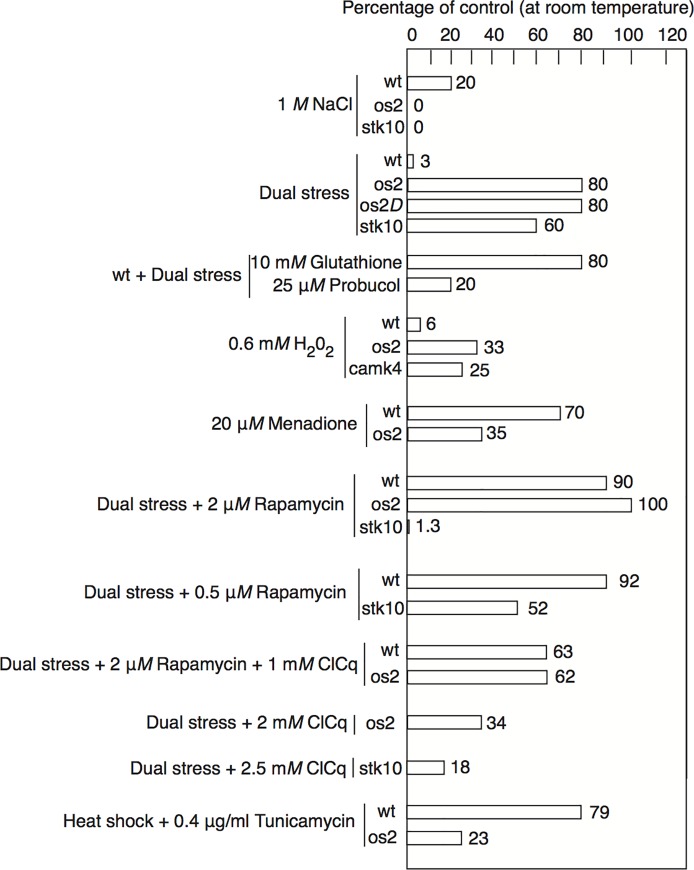
Percentage of surviving colonies, representing viable conidiospores, in petri plate assays. The controls in each case consist of the particular strain incubated at room temperature. At least three plates were counted for each treatment, and experiments were performed at least two times with similar results. Typical examples of reproducible experiments are shown.

Most other assayed strains, mutant in signaling pathways, such as mek1, mak1, and camk4, showed a low survival similar to that of wt, but a few showed more resistance to DS. Notably, when we assayed stk10, lacking the *Neurospora* gene homologous to *S*. *cerevisiae sch9*, we found that it survived DS 50% to 70% of its control (Fig 1). Deletion of genes for *sch9* extends replicative lifespan of yeast, mimicking the effects of calorie restriction [6].

We added compensatory or inhibitory reagents to the petri plate medium to determine whether they protected cells undergoing DS or replicated the damage of DS. The reduced tripeptide glutathione is a powerful anti-oxidant as well as a detoxifying agent [14]. We found that 10 mM glutathione consistently increased DS survival of wt to 75–80% of control (Fig 1), which is comparable to os2 survival without glutathione. 25 μM probucol, an anti-oxidant that protects lipids from peroxidation [15], reproducibly increased wt survival from 1% to 20% (Fig 1), supporting the more dramatic results with reduced glutathione.

Because these results pointed to oxidative stress as a major contributor to wt death under DS, we added pro-oxidants to RT petri plate assays of wt and os2. The addition of hydrogen peroxide, at various concentrations, showed that os2 had a 4- to 6-fold enhanced resistance to this oxidant, compared with wt (Fig 1). For example, 0.6 mM hydrogen peroxide resulted in wt survival of 6% and os2 survival of 33%. This resistance may not be relevant to os2 DS survival, however, since DS proved lethal to a camk4 deletion mutant that also showed greater resistance to hydrogen peroxide than wt (Fig 1). Furthermore, addition of the pro-oxidant menadione to cell assays at RT had a contrasting outcome to hydrogen peroxide. 20 μM menadione resulted in wt survival of 70% and os2 survival of 35%, a 2-fold difference (Fig 1); at different menadione concentrations the ratio was higher or lower, but always to the advantage of wt. This indicates that os2 does not have a greater intrinsic resistance to all forms of oxidative stress. In contrast to our findings, earlier studies [16] reported that the *os2* mutant strain was more inhibited by hydrogen peroxide than wt, according to the rate of colony extension. However, the developmental stage and type of measurements were different from those reported here.

Cellular processes affected by addition of 2-DG would be expected to include cell wall deposition and protein glycosylation, in addition to energy generation. Alterations in cell wall glycans likely activate protein kinase c (Pkc) and the protective cell integrity MAP kinase cascade. In Western blots, discussed below, we found that DS increased the amount of phosphorylated Mak1 of this pathway above control levels in both wt and os2, but Mak1 appeared hyperphosphorylated in os2. To stimulate the cell wall integrity (CWI) pathway further in wt cells during DS, we added to them 40 μM dioctanoyl-glycerol, an analog of diacylglycerol that stimulates Pkc [17]. Although this concentration should be in the biologically effective range, it had no effect on wt survival (data not shown). Another likely effect of 2-DG is the disturbance of sugar modifications on membrane and secreted proteins. As an analog, we added the protein glycosylation inhibitor tunicamycin at 0.4 μg ml^-1^ to wt and os2 cells during HS. We found that wt survival was 79% and that of os2 was 23% (Fig 1), almost a 4-fold difference; at 0.8 μg ml^-1^ there was lower survival and a 10-fold difference between strains. Therefore, the DS survival advantage of os2 over wt does not derive from tolerance for disturbed glycosylation of proteins.

Rapamycin is an inhibitor of TORC1 [6], the kinase complex that is central to cell growth and proliferation under favorable conditions. Inactivity of TORC1 under unfavorable conditions slows growth and promotes mechanisms such as autophagy that allow cell survival. Like deletion of *sch9* or *tor1*, rapamycin addition enhances life span extension in yeast [6]. We found that 2 μM rapamycin added to plate assays fully restored DS survival to wt and os2 cells (Fig 1). All strains that we treated with 2 μM rapamycin during DS showed partially increased survival, including *atg1* and *atg7* deleted strains, suggesting that rapamycin may enhance survival in ways additional to autophagy. The exception to this enhanced survival was stk10/sch9, whose survival under DS declined from 50% without rapamycin to 1.3% with rapamycin. Only a lower amount of rapamycin, 0.5 μM, failed to depress stk10 survival, while still completely protecting wt during DS. These results show that TORC1 inactivation counteracts the damaging effects of DS, while they also suggest that TORC1 activity may be at least partially disabled already in the stk10 strain, requiring calibration of rapamycin to avoid excessive, damaging inhibition of TORC1.

The autophagy that results from TORC1 inactivity requires acidified vacuoles/lysosomes, and autophagy can be blocked by the anti-malarial drug chloroquine, which accumulates in vacuoles and alkalizes them [18]. When we added 1 mM chloroquine to rapamycin-treated cells undergoing DS, survival of both wt and os2 declined from 100% to 63% (Fig 1), suggesting that at least one beneficial effect of rapamycin addition and TORC1 inhibition is the enhancement of autophagy. Furthermore, in the absence of rapamycin, we found that 2 mM chloroquine brought os2 DS survival from 94% to 34%, and 2.5 mM reduced stk10 survival from 46% to 18% (Fig 1). This indicates that autophagy is likely an important source for cellular resistance to DS in these two mutant strains.

### Measurement of Reactive Oxygen and Nitrogen Species

The positive effect of glutathione on wt survival during DS suggests the presence of damaging reactive oxygen species and/or reactive nitrogen species in wt cells. To derive relative measurements for ROS and nitric oxide (NO) in intact cells, we employed cell-permeant, fluorescent reagents. For ROS detection, 2’,7’-dichlorodihydrofluorescein diacetate was added to wt and os2 cells during a 60 min exposure to HS, DS or continued incubation at 30°C. The cells were washed, diluted to four different concentrations in buffer, and aliquoted into microplate wells. Readings were recorded from a microplate reader, normalized, and averaged for each treatment. This showed that after one hr exposure to DS, the ROS signal for wt was 58% higher than its 30°C signal (Fig 2). In contrast, the ROS signal for os2 during DS was 20% lower than its 30°C signal, which is apparently elevated. Nevertheless, in the first hr of DS, wt has 39% higher levels of ROS than os2 has. When their ROS signals during HS are compared, wt and os2 are equivalent and similar to wt 30°C levels. These results show that ROS are not elevated during HS in either strain and that there are similar levels in wt and os2 during HS. In contrast, ROS are elevated in wt during DS both in comparison to its 30°C level and in comparison to the os2 DS level. For os2, the anti-oxidants induced by either stress treatment likely reduce ROS below their elevated 30°C levels, but the HS level is lower than the DS level.

**Fig 2:**
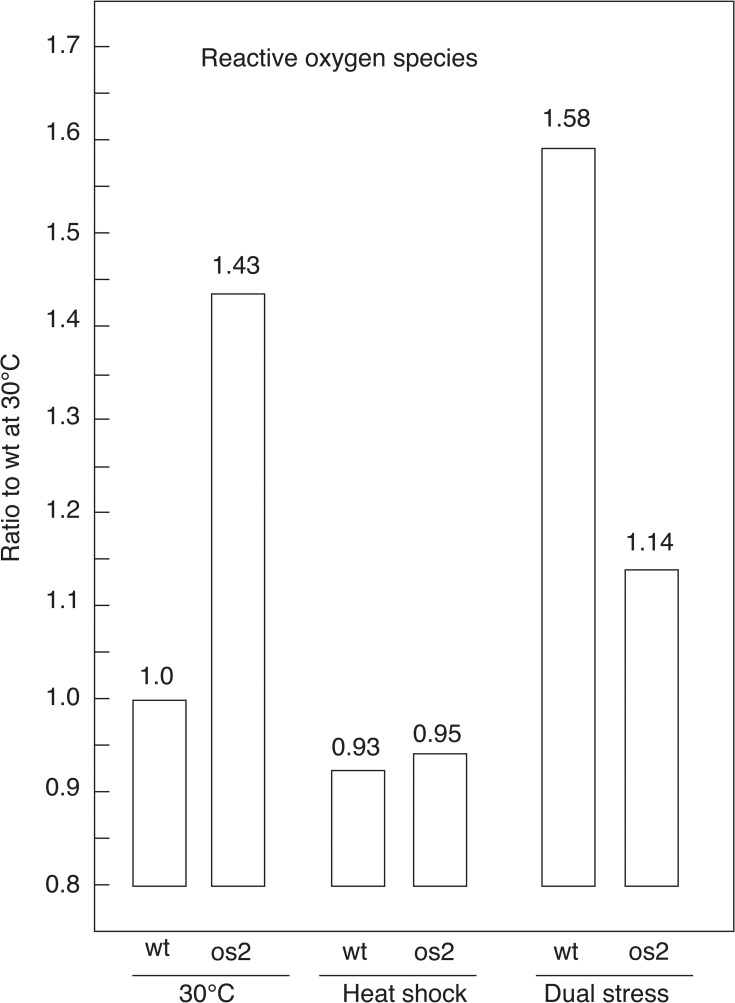
Ratio of reactive oxygen species (ROS) in wt and os2, according to fluorescence measurements. Germinating conidiospores were incubated 1 hr at control (30°C), HS (45°C), or DS (45°C and 2-DG) conditions. The measurements are expressed as a ratio to those in the wt control. Experiments were performed at least two times with similar results.

To detect NO in intact cells, we added 4-amino-5-methylamino-2’,7’-difluorofluorescein diacetate during the last 30 min of a 60 min exposure to HS, DS or continued incubation at 30°C; and we utilized the same general procedures used to measure ROS. Unlike with ROS, the 30°C levels of NO were similar for the two strains, with that of os2 being only 8% higher than in wt. Furthermore, both strains showed an increase in NO as a result of DS treatment. However, the increase over 30°C levels was much greater for wt than for os2; there was a 9- to 16-fold increase for wt, with an average of 11-fold, compared with a 3- to 4-fold increase for os2 (Fig 3). In contrast, HS led to a 10% decline from the 30°C NO signal in wt and no change for os2. These results indicate that combining 2-DG with HS produces a large increase in NO over 30°C or HS alone and that this increase is especially high for wt.

**Fig 3:**
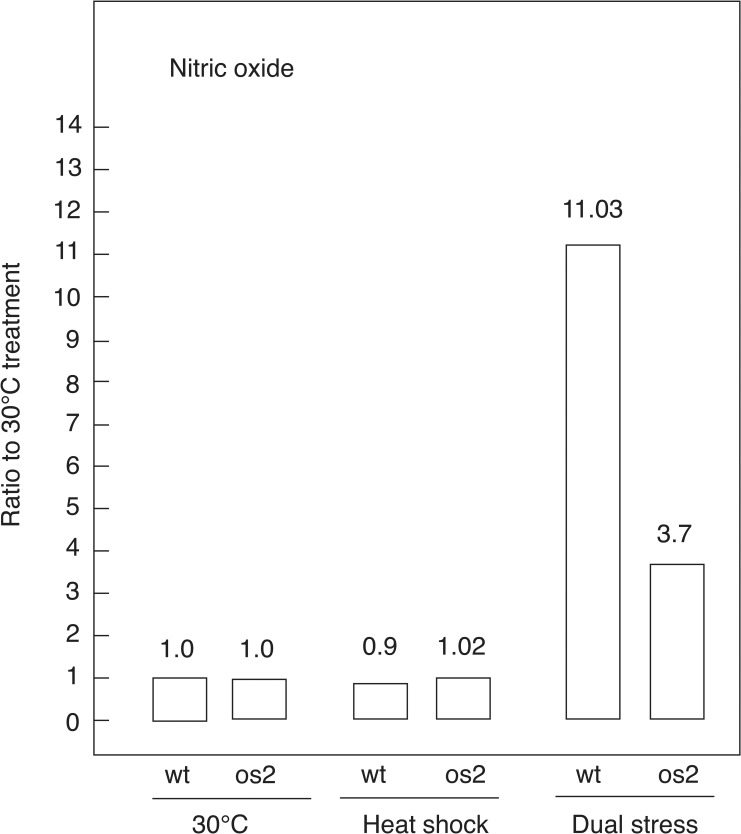
Ratio of nitric oxide (NO) in wt and os2, according to fluorescence measurements. Germinating conidiospores were incubated 1 hr at control (30°C), HS (45°C), or DS (45°C and 2-DG) conditions. The measurements are expressed as a ratio to the control of each strain. Experiments were performed at least two times with similar results.

### Bioinformatics Analysis

iTRAQ protein comparisons were made between wt and os2 after three hr of exposure to DS conditions (Table 1, S3 Table). Proteomics provides a picture of the detected proteins present in cells, as well as the ratio between mutant and wt strains for particular proteins. We also employed RNAseq to compare transcripts in wt and os2 cultures exposed to three conditions: 30°C control, two hr of HS, or two hr of DS (Figs 4 and 5, S1 and S2 Tables). 

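1 library of polyadenylated RNA was sequenced for each strain and condition, 6 in all, from germinating conidiospores kept an additional 1 hr at 30°C, exposed to HS at 45°C for 2 hr, or exposed to DS, 45°C with 2-DG, for 2 hr. The authors aligned paired-end reads with TopHat and deposited FPKM values from Cufflinks, a measure of transcript level corrected for transcript length, for 9730 genes. The paper's read totals ran from 24858572 (os2 DS) to 38445137 (wt HS) per library. Fragments per gene were not analysed here, so the sampling error of a single value is unknown. Each ratio compares 1 library with 1 other, so a difference has no replicate check and no p-value is given. Ratios were computed from the FPKM values without a pseudocount, for genes above 0 in both libraries, and are given as log2 ratios named as in S1 and S2 Tables, such as wt HS/30 for HS over the 30°C control. The FPKM columns summed to totals from 426267 (os2 HS) to 899576 (wt DS), while their medians over genes above 0 lay between 13.5 and 15.4. Scaling the columns to the same total moved every log2 ratio of wt HS/30 by 0.41, of wt DS/30 by -0.32, of wt DS/HS by -0.73, of os2 HS/30 by 0.77, of os2 DS/30 by 0.59, of os2 DS/HS by -0.18 and of os2/wt DS by 0.89. The gene mutated in os2, os-2 (NCU07024, chromosome IV of assembly NC12, 4948586 to 4952179), had 113, 65.1 and 67.1 FPKM in wt at 30°C, HS and DS, and 34.3, 37.0 and 37.5 FPKM in os2. It carries a point mutation in this strain, so its transcript can be present.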

RNAseq yields approximate quantities of transcripts, as well as transcript ratios between different treatments. Given the variables of transcript stability and translational efficiency, however, it is not as directly related to cellular function as proteomics. The proteins and transcripts detected in cells subjected to DS may derive either from the single stresses of heat shock or glucose-deprivation or from the combined stresses.

**Fig 4:**
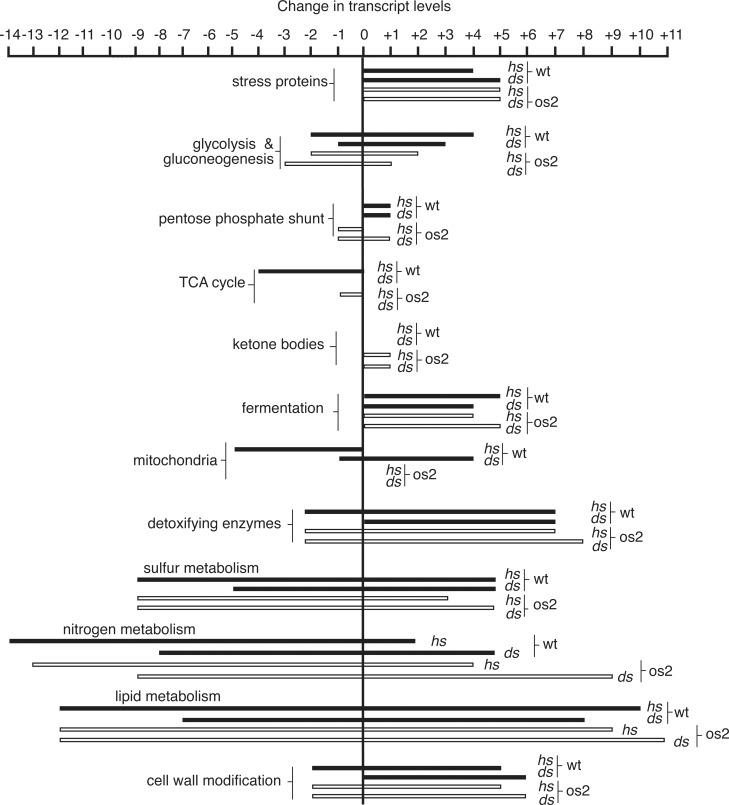
Categories of transcripts whose levels increase or decrease during stress: Metabolism. Numbers of up- or down-regulated transcripts discussed in this report, are indicated for wt (filled bars) and os2 (outlined bars) during heat shock (hs) or dual stress (ds). For details of transcript levels for individual proteins see Supporting Information.

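Without the p-value filter of Figs 4 and 5, 93 of the 111 genes of S1 Table that could be compared rose at least 2-fold in wt HS/30, and 91 did in wt DS/30. In os2, 73 of 112 did so in HS/30 and 99 in DS/30. Scaling the columns to the same total moved the number for os2 HS/30 most, to 90. The study chose these genes on the same libraries, so the counts describe the tables and are not independent evidence.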

**Fig 5:**
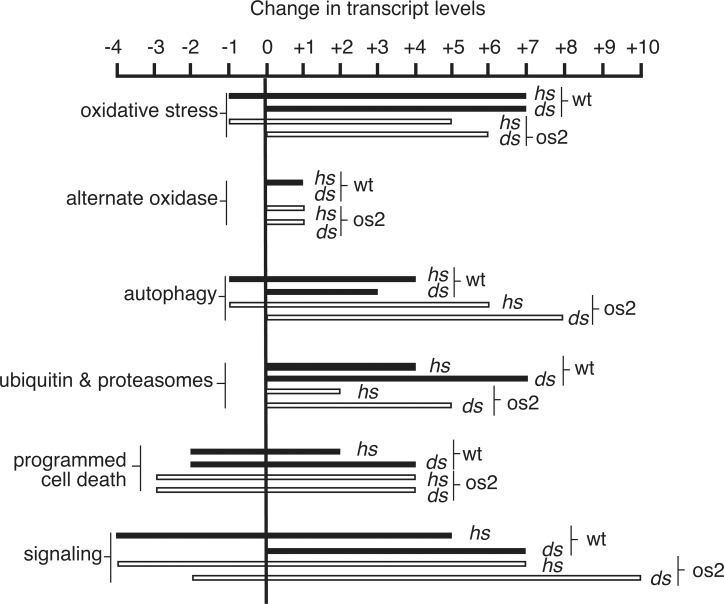
Categories of transcripts whose levels increase or decrease during stress: Signaling. Numbers of up- or down-regulated transcripts discussed in this report, are indicated for wt (filled bars) and os2 (outlined bars) during heat shock (hs) or dual stress (ds). For details of transcript levels for individual proteins see Supporting Information.

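Among the 10 genes listed under signaling in S1 Table, 8 rose at least 2-fold in wt DS/30 and 10 in os2 DS/30. No p-value filter was applied.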

**Table 1:** iTRAQ Protein Ratios os2/wt During Dual Stress.

NCU#	protein	ratio	p value	NCU#	protein	ratio	p value
	**STRESS**				**OXIDATIVE**		
NCU09364	Hsp30	1.57	0.006	NCU08791	Catalase 1	0.82	0.030
NCU04142	Hsp90	1.52	1.10E-22	NCU00355	Catalase 3	0.75	0.079
NCU09602	Hsp70	1.32	0.018	NCU05169	Catalase 4	0.56	0.002
NCU05269	Hsp88	1.20	1.58E-09	NCU03339	Glutath Red	0.82	0.000
NCU07414	Ydj1	1.14	0.025	NCU06556	Thioredox 2	0.76	0.008
NCU03732	Sis1	1.13	0.032	NCU02595	Thioredoxin	0.82	0.023
NCU01792	p23	1.37	0.061	NCU04098	Glutaredox 5	0.84	0.165
NCU00714	Sti1	1.31	3.75E-09	NCU06031	Prx1 MitoPer	0.89	0.014
NCU04172	Fes1	1.11	0.097	NCU05770	Catalase 2	1.52	8.61E-12
NCU03982	Grp78	1.17	3.99E-06	NCU09560	Fe/Mn Sod	1.37	0.070
NCU02630	Hsp78	1.17	0.003	NCU07851	Sod1 cu chap	1.21	0.190
NCU01589	Hsp60	1.10	0.001	NCU09040	Mig4	1.36	7.84E-06
NCU04334	Hsp10	1.11	0.094	NCU01759	Mig5	1.25	0.016
NCU03853	Cyp40	1.42	7.26E-07	NCU09210	DyP-Type Per	1.33	0.110
NCU01200	CypB	0.84	0.026	NCU03151	Peroxis Per	1.11	0.206
NCU02455	FKBP22	0.78	0.015		**AUTOPHAG**		
NCU01516	GrpE	0.83	0.019	NCU01955	Atg3	1.14	0.200
	**GLYCOLYS**			NCU00673	Spr4 Ser Prot	1.53	0.042
NCU06075	Pyruvate Kin	1.12	0.005	NCU04192	Lap4	1.15	0.026
NCU10042	Enolase	1.09	0.007	NCU11129	Carboxypep s	1.39	0.083
NCU02542	Hexokinase	0.91	0.032	NCU02273	Pep4	1.15	0.107
NCU07550	Triose-P Iso	0.88	0.018	NCU07020	Vps17	1.16	0.152
NCU07281	Gluco 6-P Iso	0.88	0.001	NCU03463	Vac ATPase 1	1.10	0.061
	**GLUCONEO**			NCU16822	Peptidase Inh	0.81	0.015
NCU09873	PEP Carboxy	1.24	9.50E-05	NCU08677	Peptidase Inh	0.68	0.011
	**PENT PP**			NCU06666	Inositol3P Syn	1.44	5.83E-10
NCU02136	Transaldol	0.88	0.001		**UBIQUITIN**		
NCU01328	Transketol	0.85	4.91E-06	NCU06712	Pre5	1.17	0.181
NCU03100	6PGluconDH	0.82	7.08E-06	NCU03028	Dph1	1.29	0.030
NCU00519	RibulP3Epi	0.77	0.045	NCU01919	Ubiq C-Hydro	1.12	0.036
NCU03651	NADPMalicE	0.65	0.091		**CELL DEATH**		
	**TCA CYCLE**			NCU01419	QuinOxiR Pig3	0.77	0.049
NCU08471	SuccCoAligβ	1.09	0.006	NCU05850	AIF	0.59	1.16E-09
NCU03004	PyruvDH E1	1.10	0.109	NCU06061	AMID	1.43	0.068
NCU00596	Lipoyltransf	1.25	0.120	NCU04452	Mig3 Oye	1.09	0.047
NCU02481	2MethylisLya	1.12	0.137		**SIGNALING**		
	**KETONES**			NCU07024	Os2	0.19	0.009
NCU05419	OHmeglutCo	1.16	0.065	NCU02815	Os1	0.90	0.154
NCU06881	SucCoAketo	1.35	0.080	NCU04600	Phosphat2C	0.88	0.063
NCU09553	OHbutCoDH	1.16	0.088	NCU06419	Mek1	0.80	0.033
	**MITO ETC**			NCU07495	Lsp1	0.47	1.98E-05
NCU00969	NADHDH17.8	1.62	0.001	NCU02540	Pil1	0.68	0.002
NCU02280	NADHDH21.3	1.35	0.036	NCU09212	Camk4	0.43	0.002
NCU16028	Cox2	1.24	0.026	NCU07966	CaATPase3	1.60	0.014
NCU05457	Cox4	1.23	0.026	NCU05046	CaATPase3like	1.21	0.005
NCU06695	Cox6	1.22	0.108	NCU09043	Caleosin Dom	1.28	0.023
NCU06741	Cox6b	1.12	0.064	NCU00326	Regucalcin	0.64	0.137
NCU09816	Cyt1	1.23	0.002	NCU00472	Cdc37	1.33	3.09E-06
NCU06748	Coa1	2.03	0.002	NCU02800	Ars2	1.16	0.033
NCU02623	Rcf2	1.62	0.081	NCU03087	ChpA	1.18	0.005
NCU03147	Cbp4	1.33	0.082	NCU00685	Casein Kin 1	1.20	0.088
NCU02267	Fmp25	1.55	0.050	NCU05810	Cpc2	0.81	0.001
	**ALTOX-RED**				**SULFUR**		
NCU08980	Nde2	1.29	0.000	NCU10016	ThermoDesulf	7.15	8.37E-06
NCU03112	NADHCytb52	1.20	5.87E-05	NCU05340	AlkSulfMono	4.68	0.053
NCU04443	Ndh2	1.25	0.086	NCU07819	TaurineDiox	4.76	5.06E-07
NCU00216	NADHCytb51	0.89	0.126	NCU07610	TaurineDiox	2.17	0.019
	**MITO**			NCU01057	TaurineDiox	2.10	0.020
NCU00894	Mitofilin	1.17	0.001	NCU01652	AcetHomoser	0.89	0.136
NCU08946	Phb1Prohib	1.28	1.60E-05	NCU05340	MetSynthase	0.90	0.015
NCU03310	Prohibitin 2	1.12	0.037	NCU09230	MetSynthase	0.89	1.80E-05
NCU05313	Fission 1	1.22	0.184	NCU07112	MetSynthase	0.45	6.47E-05
NCU02064	ApoO-Like	1.29	0.001	NCU06228	EnolPhosphE1	0.79	0.056
NCU04304	Porin	1.11	0.008	NCU08434	S-AdMetSyn	0.90	0.014
NCU00227	CationTransp	1.90	0.005	NCU07690	MeTetrahyFo	0.83	0.000
NCU07263	CarnitineCarr	1.85	0.015	NCU02274	SerOHmetran	0.88	0.000
NCU10732	DicarboxTran	3.13	0.034	NCU09230	Cys γ-Lyase	1.20	0.020
NCU08561	SuccFumTran	1.35	0.025	NCU07112	SulfQuinOx	1.10	0.038
NCU01689	Yhm2	1.12	0.041	NCU04636	CysDesulf	0.89	0.056
NCU04945	Mia40	1.17	0.135	NCU02007	Isd11	0.84	0.169
NCU03359	Iap1AAA Prot	2.65	5.47E-06		**NITROGEN**		
NCU00030	Nuclease	1.24	0.073	NCU05298	NitrateRed	0.77	3.77E-05
NCU03297	Cyt c Perox	1.38	1.51E-06	NCU04720	NitriteRed	0.82	0.000
NCU01501	Pth2PepRNA	1.26	0.024	NCU02361	Formamidase	0.60	5.10E-05
NCU09999	RibProL9Like	0.86	0.027	NCU03949	NitroproDiox	1.36	0.049
NCU12023	37SRib MRP4	0.85	0.048	NCU04856	GlnSynthet	0.84	0.016
NCU04806	RibProtein S7	0.82	0.026	NCU06724	GlnSynthet	0.79	0.023
NCU00395	Mss51-Like	0.87	0.056	NCU06803	GluDecarbox	0.74	0.001
NCU02955	G1 Transl EF	0.89	0.023	NCU06112	GluDecarbox	0.76	0.088
NCU09331	Hmf1/Mmf1	0.77	0.019	NCU04303	Uricase	0.78	0.042
	**LIPIDS**			NCU00414	AdenosineKin	0.87	0.011
NCU08828	PeroxFAOx2	0.89	0.001	NCU05542	XanthRibosyltr	0.89	0.181
NCU00742	NADgl3P DH	0.90	0.045	NCU06300	GuanylateKin	0.88	0.059
NCU04923	Glycerol DH1	0.71	5.14E-06	NCU03813	ArgSuccLyase	1.14	0.004
NCU04510	Glycerol DH3	0.84	0.004	NCU07853	AcOrnithDeAc	1.27	0.095
NCU03779	DiOHaceKin	0.78	0.044	NCU06727	Spe3	1.11	0.082
NCU03779	Glycero3PDH	1.27	1.91E-05				

### Stress Proteins: Bioinformatics

At the transcriptional level the heat shock response of wt is stronger than that of the *os2* signaling mutant, with stress-specific transcripts being induced to higher levels in wt and normal transcripts being dramatically reduced (S1 and S2 Tables). 

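Over genes with a mean FPKM of at least 1 in the 6 libraries, 2267 rose and 2216 fell at least 2-fold in wt HS/30, of 8013 compared. In os2 HS/30 the numbers were 1553 and 1215 of 8032. Of these HS/30 numbers, those of os2 moved most under the alternatives, to 3330 up and 511 down with the columns scaled to the same total, where those of wt were 2897 up and 1594 down. Genes listed at 0 in 1 of the libraries, 85 in wt and 66 in os2, were left out of these counts. At 30°C, before stress, 239 genes were at least 2-fold higher and 240 at least 2-fold lower in os2 than in wt. The 10 genes with an hsp symbol had a median log2 ratio of 1.44 in wt HS/30 and 1.79 in os2 HS/30, above 99.775% and 99.99% of 10000 random lists of the same size matched on mean FPKM. Scaling to the same total moved these medians most, to 1.84 and 2.57.

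**Figure D1:**
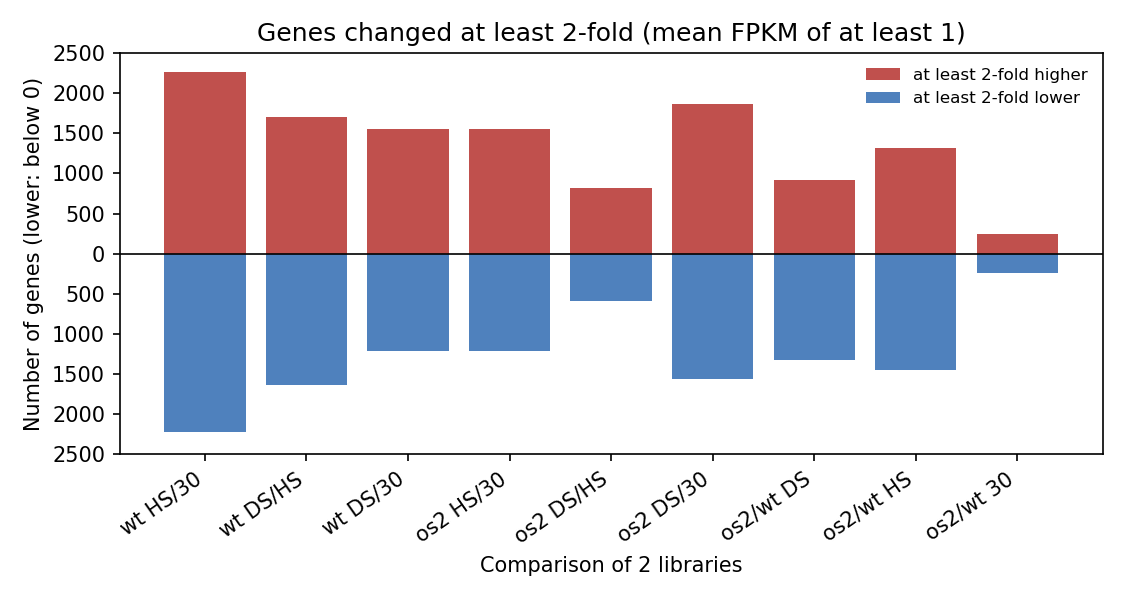
Number of genes (vertical axis) that rose (bars above 0) or fell (bars below 0) at least 2-fold in each comparison of 2 libraries (horizontal axis), for genes with a mean FPKM of at least 1. The bars for wt HS/30, 2267 and 2216 genes, are longer than those for os2 HS/30.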

The greatist increase is seen for Hsp30 transcripts, which are elevated 187-fold in wt and 64-fold in os2 over control levels. 

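Hsp30 (NCU09364, chromosome I of assembly NC12, 3586694 to 3588207) rose from 49.9 FPKM at 30°C to 11079 in HS in wt, 222-fold. In os2 it rose from 43.0 to 3112 FPKM, 72.4-fold. On the log2 scale this was 6.18, which moved most, to 6.95, with the columns scaled to the same total.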

When carbohydrate deficiency is added to heat stress, both wt and os2 increase their stress-specific transcripts, with wt achieving very high levels. This DS-induced increase in Hsp30 transcripts is 1,376-fold in wt and 557-fold in os2. It is notable, however, that normal transcripts appear relatively stable in wt under DS, with only moderate reductions for some and small increases for others. In contrast, os2 displays larger transcript decreases during DS than it does during HS (S2 Table). This suggests that os2 may perceive DS as an enhanced stress, and wt may perceive HS and nutritional deprivation as conflicting stresses. 

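In DS/30, Hsp78 (NCU02630) had a log2 ratio of 8.19 in wt and 6.15 in os2, and Hsp98 (NCU00104) had 8.64 and 5.90. The Hsp70 nucleotide exchange factor Fes1 (NCU04172) had 5.46 in wt and 3.09 in os2. For the hsp symbols the median log2 ratio of DS/30 was 3.62 in wt, above each of the random lists, and 2.39 in os2, above 99.99% of them.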

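The FPKM of Hsp30 in DS was 80639 in wt and 27607 in os2, 1617-fold and 643-fold over 30°C. Hsp30 alone made up 8.96% of all FPKM in the wt DS library and 5.70% in the os2 DS library.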

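The 81 genes of S2 Table had a median log2 ratio of -3.06 in wt HS/30 and -0.69 in wt DS/30. In DS/30, 31 of them fell and 3 rose at least 2-fold in wt, against 74 and 0 in HS/30. Over all genes with a mean FPKM of at least 1, 1556 rose and 1208 fell at least 2-fold in wt DS/30. With the columns scaled to the same total, 1165 rose and 2001 fell, so which number was larger depends on the scaling.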

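In os2 the genes of S2 Table had a median log2 ratio of -1.91 in HS/30 and -1.83 in DS/30, and 63 and 61 of them fell at least 2-fold. The order of these medians turned with the columns scaled to the same total or to the same upper quartile, with a pseudocount of 1 and with a mean FPKM of at least 10. Taken gene by gene, the median log2 DS/HS of these genes in os2 was -0.14, though 21 rose and 10 fell at least 2-fold. Over all genes with a mean FPKM of at least 1, 1562 fell at least 2-fold in os2 DS/30 and 1869 rose. Between DS and HS directly, the median |log2 DS/HS| was 0.82 in wt and 0.46 in os2, and 3349 genes in wt and 1419 in os2 changed at least 2-fold. The alternative that moved the wt size most, scaling to the same total, gave 1.11 in wt and 0.48 in os2, and the one that moved the os2 size most, a pseudocount of 1, gave 0.72 in wt and 0.40 in os2. The signed median of log2 DS/HS was -0.09 in wt, which turned positive with a mean FPKM of at least 10, and 0.02 in os2, which turned negative with the columns scaled to the same total or to the same upper quartile. From larger decreases in os2 during DS, the paper proposes that os2 may perceive DS as an enhanced stress, and from relatively stable normal transcripts in wt during DS, that wt may perceive HS and nutritional deprivation as conflicting stresses.

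**Figure D2:**
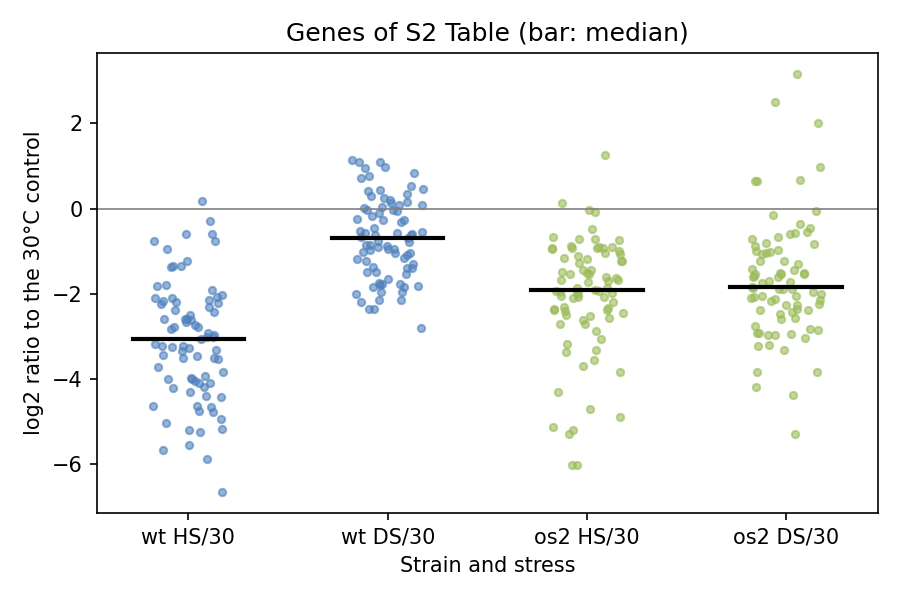
log2 ratio to the 30°C control (vertical axis) of the genes of S2 Table, 1 point per gene, in HS and DS of wt and os2 (horizontal axis), with a bar at each median. The medians are -3.06 and -0.69 in wt HS and DS, and -1.91 and -1.83 in os2 HS and DS.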

There is also the unexplored possibility that 2-DG or the accumulated hexose metabolite is perceived as a high glucose signal by wt, but not by os2.

Proteomics analysis, which provides a ratio between DS-treated os2 and wt (os2/wt) for detected proteins, shows that at three hr os2 is higher in all the major Hsps (Table 1). This is in strong contrast to Hsp transcript levels at two hr of DS (S1 Table). These proteins include Hsp30 (1.57), Hsp90 (1.52), Hsp70 (1.32), Hsp88 (1.20), and the J-proteins Ydj1 (1.14) and Sis1 (1.13). os2 is also higher in the Hsp70 nucleotide exchange factor, Fes1 (1.11*), and in the Hsp90 co-chaperones p23 (1.37*) and Sti1 (1.32). 

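In os2/wt DS the transcripts of Hsp30, Hsp78 and Hsp98 had log2 ratios of -1.55, -2.25 and -2.77, and those of Fes1 and the J-protein Sis1 (NCU03732) had -2.66 and -2.18. Among the 224 proteins of Table 1 and S3 Table whose transcripts were above 0 in both DS libraries, Spearman's rho between the log2 protein ratio and the log2 transcript ratio, taken across genes, which are not independent replicates, was 0.295. The ratios had the same sign for 121 of them. The tables print 5 of these loci for 2 different proteins each, whose ratios were averaged, and without these loci rho was 0.301. With only the 157 proteins that had an iTRAQ p-value of 0.05 or less, the alternative that moved rho most, rho was 0.355.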

The organellar Hsps (Table 1) and cytosolic cyclophilin-40 (1.42) are also increased in os2, but the endoplasmic reticulum (ER)-localized immunophilins are decreased in os2 relative to wt. Nevertheless, the lower abundance of major Hsps in wt than in os2 during DS suggests that wt transcripts may become unstable, their translation may be impaired, or extensive proteolysis may be occurring in wt. 

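In wt HS/30 the 60S ribosomal protein gene NCU06661 and the 40S gene NCU05599 had log2 ratios of -5.54 and -4.94, and the pre-rRNA processing gene Ipi-1 (NCU09094) had -3.44. In wt DS/30 their log2 ratios were -2.36, -1.09 and -0.03. The 7 genes with a cytosolic ribosomal protein (crp) symbol, chosen by symbol and not by their values, had a median log2 ratio of -4.39 in wt HS/30 and -0.78 in wt DS/30, at percentiles 0.145 and 1.82 of the random lists matched on mean FPKM.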

We believe that the wt translational apparatus may become unregulated by DS, since wt transcripts for ribosomal and ribosomal processing proteins are relatively stable during DS, in contrast to their strong reduction during HS (S2 Table). These transcripts in os2 are depressed similarly during HS and DS.

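The median of the crp genes was -2.55 in os2 HS/30 and -2.40 in os2 DS/30, at percentiles 0.625 and 1.40 of the random lists. NCU06661 had log2 ratios of -3.33 in HS/30 and -4.37 in DS/30, and NCU05599 had -3.07 and -3.21. Ipi-1 had -0.04 in HS/30, a fall that scaling the columns to the same total or to the same upper quartile turned into a rise, and -1.71 in DS/30.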

### Carbohydrate Metabolism: Bioinformatics

#### Glycolysis

In response to high temperature, carbohydrate metabolism changes from a focus on oxidative respiration to an increase in glycolysis and fermentation [2–3]. However, addition of an inhibitor of glycolysis, such as 2-DG, would be expected to shift the balance from intense glycolysis to increased oxidative respiration. Stage-specific differences between the two strains in their use of glycolysis during DS are suggested by proteomics (Table 1). os2 is moderately high in pyruvate kinase (1.12) and enolase (1.08) of the later ATP-generating phase of glycolysis, but it is moderately low in enzymes of the initial ATP-utilizing phase, a hexokinase variant (0.91), triosephosphate isomerase (0.88) and glucose 6-phosphate isomerase (0.88).

#### Fermentation

According to increased transcripts for fermentative enzymes (Fig 4, S1 Table), however, wt and os2 both utilize mixed acid and pyruvate fermentation to metabolize carbohydrates and generate energy during HS and DS. 

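Pyruvate decarboxylase (NCU02397) had log2 ratios of 5.50 in HS/30 and 2.89 in DS/30 in wt, and 2.95 and 3.36 in os2. Adh1 (NCU01754) had 4.27 and 4.57 in wt, and 3.32 and 4.31 in os2. Acetate kinase (NCU02712) fell from HS to DS by 2.79 on the log2 scale in wt. All 5 genes listed under fermentation rose at least 2-fold in HS/30 in each strain, and 4 of them in wt DS/30 and 5 in os2 DS/30.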

Proteomics analysis (S3 Table) indicates that os2 is higher than wt during DS in four enzymes of ethanol fermentation [19], but it is lower than wt in the major fermenting alcohol dehydrogenase I (0.87).

#### Gluconeogenesis

Stress leads to increased transcripts for PEP carboxykinase (Fig 4, S1 Table), which are elevated 3.3-fold in each strain during DS. 

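PEP carboxykinase (NCU09873) had 8.89, 184 and 29.6 FPKM in wt at 30°C, HS and DS, and 6.70, 26.2 and 17.2 FPKM in os2. Its level in DS was 3.33-fold over 30°C in wt and 2.56-fold in os2.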

Proteomics (Table 1) show that os2 has higher amounts than wt of this enzyme (1.24), which catalyzes the rate limiting step in gluconeogenesis, suggesting that os2 is more active in gluconeogenesis than wt during DS.

#### Pentose Phosphate Pathway

The pentose phosphate pathway [20], running parallel to glycolysis, generates 5-carbon sugars and NADPH for molecular biosyntheses and reducing agents. By proteomics (Table 1), os2 is low in several enzymes of the pentose phosphate pathway, including transaldolase (0.88), transketolase (0.85), 6-phosphogluconate dehydrogenase (0.82), and ribulose-phosphate 3-epimerase (0.77). 

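Transaldolase (NCU06142) had 28.0 FPKM at 30°C, 2.70 in HS and 5.83 in DS in os2, log2 ratios to the control of -3.37 and -2.26. In os2/wt DS its log2 ratio was -2.16. The transaldolase protein ratio belongs to another locus, NCU02136, whose transcript had a log2 ratio of -0.96 in os2/wt DS.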

Transcripts for transaldolase decrease in os2 during stress (S2 Table).

#### TCA Cycle

Proteomics (Table 1) suggest that os2 is more active than wt in the TCA cycle during DS, since os2 is moderately higher in two TCA enzymes, a succinyl-CoA ligase subunit (1.09) and a pyruvate dehydrogenase E1 component (1.10*). Furthermore, the lipoyltransferase that is essential for modifying and activating many oxidative ezymes, notably TCA cycle pyruvate dehydrogenase, is upregulated in os2 over wt (1.25^§^).

#### Ketone Bodies

High levels of acetyl-CoA, resulting from catabolism, can accumulate in mitochondria when its entry into the TCA cycle is blocked by a shortage of oxaloacetate. This leads to the formation of ketone bodies such as acetoacetate, which can later be catabolized back to acetyl-CoA [21]. Proteomics analysis (Table 1) shows that os2 is higher than wt in multiple enzymes involved in ketone body formation and dissolution, including hydroxymethylglutaryl-CoA lyase (1.16*), a succinyl-CoA:3-ketoacid CoA-transferase subunit (1.35*), and 3-hydroxybutyryl-CoA dehydrogenase (1.16*). Transcripts for hydroxymethylglutaryl-CoA lyase accumulate to 3.4-fold higher levels in os2 during both HS and DS, compared with 30°C (S1 Table).

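HMG-CoA lyase (NCU05419) rose 3.25-fold in os2 HS/30 and 3.46-fold in os2 DS/30. In wt it rose 3.51-fold in HS/30 and 2.45-fold in DS/30.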

#### Glycogen

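Glycogen phosphorylase (NCU07027) had log2 ratios of 1.09 in HS/30 and 1.79 in DS/30 in wt, and 2.27 and 1.06 in os2. The glucoamylase precursor Gla1 (NCU01517) had 3.28 and 1.70 in wt, and 3.04 and 2.85 in os2.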

HS and DS lead both strains to increase transcripts for glycogen phosphorylase and glucoamylase, enzymes that degrade glycogen, the main storage form of glucose (S1 Table). Proteomics analysis (S3 Table) shows that os2 has higher amounts of glycogen phosphorylase (1.15) and glycogen debranching enzyme (1.14), as well as the starch degrading enzyme α-amylase (1.37).

### Mitochondria: Bioinformatics

#### Energy-Yielding Electron Transport

Although mitochondrial oxidative respiration is the most efficient way to generate energy from limited glucose resources, it can also be a source of damaging ROS when electron flow is inhibited [22]. During HS both strains, especially wt, have depressed levels of transcripts for electron transport chain components (Fig 4, S2 Table). In contrast, under DS wt transcripts for subunits of cytochrome *c* oxidase, the cytochrome *bc*_1_ complex, and ATP synthase are stable or even increased over control levels. 

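The 7 genes listed under mitochondria in S2 Table had a median log2 ratio of -2.60 in wt HS/30 and -1.19 in os2 HS/30. The 29 complex I genes with a nuo symbol, which S2 Table does not list, had medians of -1.21 and -0.39, at percentiles 9.02 and 28.3 of the random lists, where the os2 median turned positive with the columns scaled to the same total.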

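In wt DS/30 the log2 ratio was 1.13 for cytochrome c oxidase subunit VIIc (NCU03340), 1.10 for a subunit of the cytochrome bc1 complex (NCU16844) and 0.04 for ATP synthase subunit 5 (NCU01606), which scaling to the same total turned negative. Cyt26 of the bc1 complex (NCU09816) had -0.56, and the cytochrome c oxidase assembly factor Cox23 (NCU02217) had -2.14. The median of the nuo genes was -0.37, at percentile 0.370 of the random lists, whose median was 0.22.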

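Cytochrome c (Cyc1, NCU01808) had 1976 FPKM at 30°C, 125 in HS and 4226 in DS in wt. It was 15.7-fold lower in HS and 2.14-fold higher in DS than at 30°C. In os2 it had 2225, 554 and 1068 FPKM.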

Cytochrome *c* mRNA is especially dramatic, declining in wt 16.7-fold in response to HS, but increasing approximately 2-fold from control during DS. Levels of these transcripts are approximately 3.5-fold lower in os2 compared with wt. 

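In os2/wt DS cytochrome c was 3.96-fold lower in os2, NCU03340 was 4.16-fold lower and NCU16844 was 3.82-fold lower. NCU01606 was 2.42-fold and Cyt26 2.46-fold lower, while Cox23 was 2.49-fold higher in os2.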

Despite higher levels of transcripts in wt for respiratory enzymes, proteomics (Table 1) show that os2 is higher than wt in subunits of NADH dehydrogenase (1.62 and 1.35), cytochrome *c* oxidase (1.24, 1.23, 1.22*, and 1.12*), and cytochrome *c*_1_ of the *bc*_1_ complex (1.23). os2 is also higher in assembly proteins for respiratory complexes (Table 1), including Coa1 (2.03) and Rcf2 (1.62*) for cytochrome *c* oxidase and Cbp4 (1.33*) and Fmp25 (1.55) for Cyt *bc*_1_.

#### Alternative Oxidoreductases

Mitochondrial electron transport may be maintained by cells during stressful or inhibitory conditions, even without ATP synthesis, to minimize formation of reactive oxygen species (ROS) (22). One mechanism is to utilize alternative oxidoreductases that transfer electrons without generating ATP. Alternative oxidases (Aods) transfer electrons from ubiquinone directly to oxygen without yielding energy [23]. 

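Aod3 (NCU04874) had 2.03, 9.70 and 36.8 FPKM at 30°C, HS and DS in os2, and 1.45, 9.14 and 3.00 FPKM in wt. Its level over 30°C was 18.1-fold in os2 DS, 4.77-fold in os2 HS, 2.07-fold in wt DS and 6.30-fold in wt HS.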

We found that Aod3 transcripts are increased 18.7-fold by DS in os2 only (S1 Table). In proteomics analysis (Table 1), os2 has higher amounts than wt of alternative oxidoreductases that circumvent complex I of the respiratory chain, which is a major source of mitochondrially generated ROS [24]. These oxidoreductases include the Nde2 external NAD(P)H dehydrogenase (1.29), NADH cytochrome *b*_*5*_ reductase 2 (1.20), and Ndh2 NADPH_2_-quinone oxidoreductase (1.25*). Transcripts for the inner membrane NAD(P)H dehydrogenase Nde1 [25] increase 3.7-fold in os2 during DS compared with HS.

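Nde1 (NCU05225) rose 3.86-fold in os2 DS/HS, from 5.28 to 20.4 FPKM. In wt its log2 ratio was 3.64 in HS/30 and 2.65 in DS/30.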

#### Other Mitochondrial Functions

Proteins that help organize the inner mitochondrial membrane are elevated in os2 during DS, compared with wt (Table 1). These include mitofilin (1.17), prohibitin-like proteins (1.28 and 1.12), and the mitochondrial fission 1 protein (1.22^§^). os2 also has higher amounts of an apolipoprotein O-like protein (1.29) that, in mammals, binds to mitofilin and affects cristae morphology [26]. Furthermore, os2 has high levels of several mitochondrial transport proteins (Table 1), the AAA protease IAP1 (2.65), a mitochondrial nuclease (1.24*), and the anti-oxidant cytochrome *c* peroxidase (1.38).

Although the mitochondrial Pth2 peptidyl-tRNA hydrolase (1.26), which facilitates tRNA recycling for translation, is more abundant in os2, it is lower than wt in many mitochondrial ribosomal proteins (0.86–0.82) and in Mss51 (0.87) the Cox1 mRNA translational activator [27]. It is also lower in the G1 translation elongation factor (0.89) and in Mmf1 (0.77), which interacts in *S*. *cerevisiae* genetic screens with mitochondrial ribosomal proteins [28]. Induction of *mmf1* by stress in yeast is dependent on Hog1 [29], the homolog of Os2. Despite these indications that mitochondrial translation may be reduced in os2, the mitochondrially encoded Cox2 subunit of cytochome *c* oxidase (1.24) is higher in os2 than in wt (Table 1).

### Oxidative Stress: Bioinformatics

Proteomics (Table 1) show that the major anti-oxidant proteins are higher in wt than in os2 during DS, with a few exceptions. wt is higher in catalase-1 (0.82), -3 (0.75*), and -4 (0.56); and it has higher amounts of many thiol-related proteins, such as glutathione reductase (0.82), thioredoxin 2 (0.76), a thioredoxin domain-containing protein (0.82) and mitochondrial glutaredoxin 5 (0.84^§^). On the other hand, os2 has higher amounts of catalase 2 (1.52), a mitochondrial (Fe/Mn) SOD (1.37*), a copper chaperone for cytoplasmic (Cu/Zn) SOD (1.21^§^), and the Mig4 (1.36) and Mig5 (1.25) reductases.

Many transcripts for anti-oxidant proteins increase during both HS and DS (Fig 5, S1 Table). These transcript increases are generally greater for wt than for os2. For example, catalase 2 transcripts strongly increase 100- to 125-fold in wt and 43- to 60-fold in os2. 

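The 7 genes listed under oxidative stress in S1 Table had median log2 ratios of 3.26 in HS/30 and 3.72 in DS/30 in wt, and 1.61 and 2.84 in os2. With the columns scaled to the same total the DS/30 medians were 3.40 in wt and 3.43 in os2. Superoxide dismutase (NCU09560) had 2.74 in wt DS/30 and 2.77 in os2 DS/30. The aldo-keto reductase Mig5 (NCU01759) had 1.70 in wt DS/30 and -0.33 in os2 DS/30, a fall that became a rise with the columns scaled to the same total.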

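Catalase 2 (NCU05770) rose from 7.13 FPKM at 30°C to 717 in HS and 918 in DS in wt, 100.5-fold and 129-fold. In os2 it rose from 13.9 to 578 and 813 FPKM, 41.4-fold and 58.3-fold.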

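Catalase 1 (NCU08791) had 3.64 FPKM at 30°C, 153 in HS and 48.0 in DS in wt, 42.2-fold and 13.2-fold over the control. In os2 it had 2.43, 2.20 and 7.85 FPKM, and its level in DS was 3.23-fold over the control.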

Catalase 1 mRNA increases 40-fold in wt during HS and 12-fold during DS, but only 3.7-fold in os2 during DS; it is a gene whose full induction by stress is reported to depend on Os2 [7].

### Autophagy and Vacuoles: Bioinformatics

Macro-autophagy (also referred to as autophagy) involves the vacuolar degradation and recycling of cellular constituents for cell maintenance and growth [30]. Since autophagy frequently functions as a protective response to starvation and other stresses, it might enhance resistance to DS, a proposal supported by experimental results presented above. Proteomics show that several vacuolar proteases are upregulated in os2 compared with wt (Table 1). The highest in os2 is a subtilisin-like serine protease (1.53), whose vacuolar Prb1 homolog is induced in yeast by starvation and sporulation [31]. Three other vacuolar proteases that are elevated in os2 are Lap4 (1.15), carboxypeptidase s (1.39*), and Pep4 (1.15*), which processes and activates other vacuolar proteins. os2 also has higher content of the vacuolar sorting protein Vps17 (1.16^§^) and the vacuolar pH-sensitive ATPase (1.10*). Two proteins with peptidase inhibitor domains (0.81 and 0.68) are reduced in os2. 

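In os2 DS/30 the vacuolar amino acid transporter (NCU06231) had a log2 ratio of 3.09, oligopeptide transporter 2 (NCU07894) had 1.99 and the vacuolar sorting receptor NCU08761 had 1.27. In wt their log2 ratios were 2.46, 1.17 and 1.54 in HS/30, and 1.77, 1.38 and 1.03 in DS/30. In os2/wt DS they were 1.57, 1.83 and 0.38. The 14 subunits of the vacuolar ATPase with a vma or vph symbol had a median of -0.27 in os2 DS/30, which turned positive with the columns scaled to the same total and lay at percentile 55.9 of the random lists.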

Transcripts for several vacuolar sorting and transport proteins are also uniquely elevated in os2 during DS, including mRNAs for vacuolar sorting receptors, vacuolar amino acid transporter 1, and oligopeptide transporter 2 (S1 Table).

Many autophagy-related proteins participate in the formation of autophagosomes that deliver proteins and other cellular constituents to the vacuoles/lysosomes for degradation. Compared to wt, os2 is enriched in the E2-like autophagy protein Atg3 (1.14^§^), involved in protein lipidation and phagophore expansion [32] (Table 1). Transcripts for certain autophagy proteins are upregulated during both HS and DS, but a greater number of them have 3- to 12-fold increased transcripts in os2 during DS (Fig 5, S1 Table). These include transcripts for the Atg1 kinase [30, 32], an essential, early autophagy protein, Atg17, an early scaffold protein of pre-autophagosomes, and Atg18 [32], which binds to phosphatidylinositol 3-phosphate, a membrane lipid that is essential for autophagosome biogenesis. These transcript comparisons suggest that autophagy may be a component of the protective heat shock response of wt that is not utilized during DS, whereas autophagy is utilized by os2 during its DS response.

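Of the 11 genes listed under autophagy and vacuoles in S1 Table, 8 rose at least 3-fold in os2 DS/30 and 1 in os2 HS/30. In wt 7 rose at least 3-fold in HS/30 and 3 in DS/30. The median log2 ratio was 2.51 in os2 DS/30, 0.68 in os2 HS/30, 1.96 in wt HS/30 and 1.21 in wt DS/30.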

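Atg1 (NCU00188) had log2 ratios of 2.22 in HS/30 and 1.21 in DS/30 in wt, and 1.37 and 2.67 in os2. Atg17 (NCU08766) had 4.56 and 2.49 in wt, and 2.50 and 3.59 in os2, and Atg18 (NCU03441) had 1.74 and 1.00 in wt, and 0.73 and 1.63 in os2. In os2/wt DS the log2 ratios were 1.65, 0.88 and 0.80.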

### Ubiquitin and Proteasomes: Bioinformatics

Ubiquitin-modification can mark proteins for proteolysis by the 26S proteasome, which is responsible for non-vacuolar degradation of denatured, damaged, or short-lived proteins [33]. Most ubiquitin-related transcripts are particularly elevated during DS, compared with HS, in both wt and os2 (S1 Table). These DS-induced transcripts encode polyubiquitin, a ubiquitin ligase, a 26 S proteasomal subunit, a RING-10 ubiquitin hydrolase, and two ubiquitin fusion degradation proteins. 

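Polyubiquitin (NCU05995) had a log2 DS/HS ratio of 3.07 in wt and 2.33 in os2, and ubiquitin ligase E3 (NCU06815) had 1.76 and 2.59. Of the 7 genes in this category, 5 rose at least 2-fold in wt DS/HS and 7 in os2 DS/HS. The transcript listed as a 26S proteasome subunit, Rpn-4 (NCU01640), had -0.33 in wt DS/HS and 1.18 in os2 DS/HS. The 30 genes with a proteasome symbol (rpn, rpt, pca or pcb) had medians of 0.48 in wt DS/HS, which turned negative with the columns scaled to the same total, and -0.05 in os2 DS/HS, at percentiles 21.1 and 27.2 of the random lists.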

According to proteomics (Table 1), os2 is higher than wt in a few ubiquitin/proteasome-associated proteins that include the Pre5α-6 proteasomal subunit (1.17^§^); Dph-1 (1.29), an ubiquitin-binding protein that protects against de-ubiquitination; and an ubiquitin C-terminal hydrolase (1.12) that de-ubiquitinates proteins. The ubiquitin-proteasomal system is clearly important to both wt and os2 for degrading denatured and damaged proteins during DS.

### Programmed Cell Death: Bioinformatics

Apoptosis or programmed cell death (PCD) typically involves a cascade of proteolytic caspases that effect changes in membranes, chromatin, and overall cell morphology, ultimately leading to self-destruction [34]. Although the machinery of PCD is not well defined in mycelial fungi, it has been described for sphingolipid-induced death [4, 24], farnesol-induced apoptosis [35], and heterokaryon incompatibility [36]. Furthermore, *Neurospora* has proteins that resemble known apoptosis-related proteins in other biological systems.

The DS-induced death of wt depends upon ROS, which are an important hallmark of apoptosis [24]. Certain reductases and dehydrogenases in *Neurospora* have been identified as cell death-associated, being either pro- or anti-apoptotic. According to this identification, wt has higher amounts of pro-apoptotic proteins and os2 has higher amounts of anti-apoptotic proteins during DS (Table 1). The pro-apoptotic proteins include a NADPH-quinone oxidoreductase (0.77), similar to PIG3 [37], and rubredoxin-NAD+ reductase/AIF (0.59), whose gene deletion was reported to protect *Neurospora* cells from phytosphingosine-induced death [24]. On the other hand, os2 has higher amounts of a protective cytoplasmic NADH-dehydrogenase [24], identified as AMID (1.43*), and higher amounts of Oye2/Mig3 (1.09), an NADPH-dependent dehydrogenase, whose overexpression increased yeast resistance to apoptotic agents [38]. This imbalance of putative pro- and anti-apoptotic proteins favors the susceptibility of wt to PCD and the resistance of os2.

Transcript analysis gives some support to PCD being an important part of the stress response (Fig 5, S1 and S2 Tables). 

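AIF (NCU05850) had log2 ratios of 2.70 in HS/30 and 1.64 in DS/30 in wt, and 2.03 and 2.10 in os2. The Ciapin1 homolog (NCU04315) had 2.41 and 2.92 in wt, and 1.95 and 2.81 in os2.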

Transcripts for apoptosis-inducing factor (AIF) increase under all stress conditions, as do transcripts for a homolog of Ciapin1, which protects mammalian cells from apoptosis [39]. 

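The BAX inhibitor family genes NCU02463 and NCU10028 rose 12.1-fold and 9.34-fold in wt DS/30, and 6.73-fold and 6.90-fold in os2 DS/30. Tol (NCU04453) had log2 ratios of -2.03 in HS/30 and -1.50 in DS/30 in wt, and -2.44 and -2.25 in os2. Vib1 (NCU03725) had -2.59 and -0.06 in wt, and -0.96 and -1.54 in os2. Pin-c (NCU03494), which had 7.19 FPKM in wt and 9.34 in os2 at 30°C, had -3.85 and -1.05 in wt, and -5.19 and -3.85 in os2.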

Two BAX inhibitor proteins, which are anti-apoptotic in higher eukaryotes [34], have transcripts that strongly increase during DS, 6- to 11-fold; whereas transcripts for three proteins involved in the death process of heterokaryon incompatibility, Tol, Vib1, and Pin-c, are reduced by HS and DS.

### Signaling: Bioinformatics

#### Osmotic Pathway

Transcripts for proteins in the osmotic stress pathway [7] are elevated by HS and DS in both wt and os2. These proteins include the histidine kinase-response regulator (HK/RR) Sln1, as well as other HK/RRs [40], such as Hcp1, Nik2, and a likely HK/RR (S1 Table). However, MAPKKK Os4 mRNA increases only in os2 during HS and DS. 

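Sln1 (NCU04615) had log2 ratios of 2.07 in HS/30 and 3.04 in DS/30 in wt, and 1.55 and 1.87 in os2. Hcp1 (NCU07221) had 1.24 and 3.64 in wt, and 1.15 and 3.02 in os2. The histidine kinase NCU09520 had -0.24 in wt HS/30, which scaling to the same total turned positive, and 4.33 in wt DS/30.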

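Os4 (NCU03071) had 10.1, 24.1 and 39.2 FPKM at 30°C, HS and DS in os2, and 7.93, 14.6 and 17.5 FPKM in wt. Its log2 ratios were 1.26 and 1.96 in HS/30 and DS/30 of os2, and 0.88 and 1.14 in those of wt.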

Not surprisingly, proteomics show that os2 is extremely low in Os2 (0.19), which is a truncated protein and likely unstable. os2 is also moderately low in the upstream Os1 histidine kinase (0.90^§^) and in protein phosphatase-2C (0.88*), whose homologs in yeast dephosphorylate Hog1 [41].

#### Cell Wall Integrity Pathway

Unlike the osmotic stress pathway, transcripts for proteins of the cell wall integrity (CWI) pathway [2, 42] are downregulated during stress, except for wt during DS where they are unchanged (S2 Table). These changes result in 4-fold lower levels of MAPKK Mek1 and MAPK Mak1 transcripts in os2 than in wt during DS. 

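Mak1 (NCU09842) had log2 ratios of -3.93 in HS/30 and 0.14 in DS/30 in wt, where the latter turned negative with the columns scaled to the same total, and -1.53 and -1.55 in os2. Mek1 (NCU06419) had -2.61 and -0.85 in wt, and -1.98 and -2.13 in os2.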

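In DS the FPKM of Mek1 was 81.1 in wt and 21.3 in os2, 3.80-fold lower, and that of Mak1 was 182 and 47.8, 3.81-fold lower.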

By proteomics (Table 1), os2 also has lower amounts of Mek1 (0.80), as well as lower quantities of Lsp1 (0.47) and Pil1 (0.68), eisosome components [43] that are downstream of Pkc in the yeast CWI pathway. Reduced accumulation of three proteins in the CWI pathway suggests that this pathway may be downregulated in os2, relative to wt, during DS. It also suggests that endocytosis involving eisosomes may be less active in os2 than in wt.

#### Adenylate Cyclase

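Transcripts for the cyclase-associated protein (NCU08008) were at 143 FPKM in wt DS and 40.6 FPKM in os2 DS, a log2 ratio of -1.81.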

Intracellular cAMP, produced from ATP by adenylate cyclase, is the downstream second messenger that responds positively to glucose availability [44]. mRNA for the activating cyclase-associated protein (CAP) is lower in os2 during DS than in wt (S2 Table). In contrast, transcripts for the high affinity cyclic nucleotide phosphodiesterase, Acon2, increase only in os2 during DS and are 3.4-fold higher than in wt (S1 Table). Together with lower CAP transcripts, this suggests that os2 may have less active adenylate cyclase and lower levels of cAMP than wt in response to DS.

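Acon2 (NCU00478) had 26.8 FPKM in os2 DS and 7.79 in wt DS, 3.44-fold higher in os2. Its log2 ratio of DS/30 was 2.21 in os2 and 0.90 in wt.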

#### Calcium

Calcium is taken up from the environment or released from organelles in response to stress, so that it accumulates transiently in the cytoplasm [45]. Equilibrium is restored by subsequent calcium efflux out of cells or back into organelles, mediated by calcium-transporting ATPases [46]. Both stresses lead to increased mRNA for calcium-transporting ATPase 3 mRNA in os2 and wt (S1 Table). 

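Calcium-transporting ATPase 3 (NCU07966) had log2 ratios of 3.06 in HS/30 and 3.09 in DS/30 in wt, and 0.92 and 3.89 in os2.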

Proteomics (Table 1) show that ATPase 3 (1.60) and a closely related ATPase (1.21) are elevated in os2. However, the Camk4 calcium/calmodulin-dependent kinase, which has been implicated in stress responses in *Neurospora* [47], is much lower (0.43) in os2 than in wt, suggesting a possible interaction between Os2 and Camk4. As a precedent, the Os2 homolog in *Schizosaccharomyces pombe*, Sty1, is apparently required for transcription of its *camk4* homolog, *srk1* [48]; and Srk1 is phosphorylated by Sty1 [49].

#### Cross Pathway Control

Under conditions of amino acid deficiency or other stresses, changes occur in translation that are mediated by eIF2α kinase (Cpc3/Gcn2) [50–51]. During DS transcripts for this kinase increase in os2 to a level that is 2.7-fold higher than in wt (S1 Table). 

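Cpc3 (NCU01187) had 47.0 FPKM in os2 DS and 17.4 in wt DS, 2.71-fold higher in os2. In HS it had 44.5 FPKM in os2 and 39.4 in wt.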

In the absence of stress, the cross pathway transcriptional program is repressed by Cpc2 [52], which is also part of a quality control complex that inhibits translation of stalled polysomes [53]. 

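Cpc2 (NCU05810) had 1546 FPKM at 30°C, 42.9 in HS and 794 in DS in wt, and 1265, 172 and 161 FPKM in os2. In DS it was 4.92-fold lower in os2 than in wt.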

Due to the stable level of Cpc2 mRNA in wt during DS, unlike its strong decline during HS, this mRNA is 4.7-fold lower in os2 during DS than in wt (S2 Table). Proteomics (Table 1) also show that os2 is reduced in the repressing Cpc2 (0.81) during DS. Lower expression of the cross pathway control pathway by wt during DS may contribute to its difficulty in translating particular classes of mRNAs during DS and suggests a lack of stress perception by wt.

### Sulfur, Nitrogen, and Lipid Metabolism: Bioinformatics

#### Sulfur

Sulfur-containing compounds are vulnerable to oxidative stress, potentially becoming reactive species themselves, but they are also the chief means by which cells combat oxidative stress [54]. The metabolism of sulfur, therefore, is likely very important under oxidative stress conditions. 

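Cys3 (NCU03536, chromosome II of assembly NC12, 326313 to 331203) had 66.6, 51.8 and 85.5 FPKM at 30°C, HS and DS in wt, and 76.0, 64.4 and 76.7 FPKM in os2. Its level in wt DS was 1.28-fold over 30°C. In wt the sulfate permeases NCU04433 and NCU03235 had log2 ratios of -3.53 and -2.11 in HS/30, and -1.74 and -1.78 in DS/30. Sulfate adenylyltransferase (NCU01985) had -4.31 and -1.77, Met6 (NCU08434) had -4.11 and -0.60, and S-adenosylmethionine synthase (NCU02657) had -4.04 and -0.77.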

Sulfur availability appears to be more important for wt during DS than during HS, with transcripts for Cys3, a positive regulator of sulfur acquisition genes [55], increasing only in wt, 9.5-fold, during DS (S1 Table). wt transcripts that remain at control levels during DS, despite being strongly reduced during HS, encode two sulfate permeases, sulfate adenylyltransferase, methionine and cysteine biosynthetic enzymes, and enzymes of the methyl transfer cycle (S2 Table).

Furthermore, proteomics indicate that pathway enzymes for methionine biosynthesis [56–57] are consistently higher in wt than in os2. These include *O*-acetylhomoserine (thiol) lyase (0.89^§^) and three methionine synthases (0.90, 0.89, and 0.45), as well as enolase-phosphatase E-1 (0.79) in the salvage pathway. Also higher in wt are enzymes that participate in the methyl cycle, such as *S*-adenosylmethionine synthase (0.90), methylenetetrahydrofolate reductase (0.83), and serine hydroxymethyltransferase (0.88). os2, instead, has higher amounts of several enzymes that liberate sulfur oxides from organic molecules, in response to sulfur limitation (Table 1). os2 is also higher in enzymes that metabolize hydrogen sulfide, a signaling molecule with cell-protective, anti-oxidant effects [58]. These enzymes include cystathionine γ-lyase (1.20) and sulfide:quinone oxidoreductase (1.10).

#### Nitrogen

Assimilation of nitrogen appears to be more important for both strains during DS than during HS, with transcripts remaining at control levels during DS, rather than showing the sharp declines of HS (S2 Table). Transcripts that show this pattern encode TamA, a positive co-regulator of nitrogen-repressible genes [59], nitrate and nitrite reductase, and the anabolic Am glutamate dehydrogenase. 

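In DS/30 TamA (NCU05994) had a log2 ratio of 0.25 in wt and -0.54 in os2, where scaling to the same total turned each to the opposite sign. Nitrate reductase (NCU05298) had -0.91 in wt and -0.06 in os2, which that scaling turned positive, and nitrite reductase (NCU04720) had -0.53 in wt and -1.30 in os2. The Am glutamate dehydrogenase (NCU01195) had -0.19 and -2.06. In HS/30 their log2 ratios lay between -5.87 (Am) and -1.38 (TamA) in wt, and between -6.01 (nitrite reductase) and -2.07 (TamA) in os2.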

The opposite transcriptional pattern characterizes catabolic enzymes involved in nitrogen acquisition, such as glutamate dehydrogenase 1 and glutaminase A, where increases during HS are much larger than in response to DS (S1 Table). 

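Glutamate dehydrogenase 1 (NCU00461) had log2 ratios of 2.74 in HS/30 and 1.53 in DS/30 in wt, and 4.22 and 2.05 in os2. Glutaminase A (NCU03648) had 4.14 and 1.52 in wt, and 4.03 and 3.09 in os2.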

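In os2 DS/30 the purine permease NCU06918 had a log2 ratio of 2.50, the urea active transporter NCU09909 had 3.16 and the nitrate permease Nit10 (NCU07205) had 2.01. In wt DS/30 they had -0.79, -0.55 and 0.34.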

Transcripts for several transporters of nitrogenous compounds are uniquely induced in os2 during DS, including purine permease, the urea/polyamine active transporter, and Nit10 nitrate permease.

As with sulfur assimilation, os2 is lower than wt in enzymes involved in nitrogen assimilation (Table 1), such as nitrate reductase (0.77), nitrite reductase (0.82), and formamidase (0.60). Also lower in os2 are glutamate and glutamine metabolic enzymes, including two glutamine synthetases (0.84 and 0.79) and two degradative glutamate decarboxylases (0.74 and 0.76*). However, os2 is higher in the detoxifying FMN-dependent 2-nitropropane dioxygenase (1.36).

wt and os2 display distinct differences in their pathways for nitrogen metabolism during DS. While transcript analysis (S1 Table) suggests that purines may be utilized as nutrient sources by both strains during DS, proteomics (Table 1) show that wt is higher than os2 in enzymes of purine degradation, specifically uricase (0.78), and enzymes of purine salvage, such as adenosine kinase (0.87), xanthine phosphoribosyltransferase (0.89^§^), and guanylate kinase (0.88*). On the other hand, os2 is higher during DS in ornithine/urea cycle enzymes, involved in arginine metabolism [57], such as arginosuccinate lyase (1.14) and acetylornithine deacetylase (1.27*). os2 is also particularly enriched during DS in transcripts for arginase and agmatinase (S1 Table). 

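Guanine deaminase (NCU07309) had a log2 ratio of 3.06 in wt DS/30 and 0.64 in os2 DS/30, and allantoinase 1 (NCU02296) had 1.99 and 2.30.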

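Arginase (NCU02084) had 30.2 FPKM in os2 DS and 5.50 in wt DS, and the agmatinase NCU11320 had 40.0 and 6.94. Their log2 ratios were 2.46 and 2.53. The other agmatinase, NCU01348, was listed at 0 in wt at 30°C and had 0.384 FPKM in wt DS and 3.63 in os2 DS, so its ratio rests on low values.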

Interestingly, in our untargeted metabolomics study [10], arginine was the one normal metabolite detected that increased significantly, approximately 50%, in os2 during both HS and DS and in wt during HS.

#### Lipids

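The ceramide synthase genes Lac1 (NCU02468) and Lass1 (NCU00008) had log2 ratios of -3.22 and -2.73 in wt HS/30, -2.20 and -1.85 in wt DS/30, -1.69 and -1.93 in os2 HS/30, and -2.35 and -1.90 in os2 DS/30.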

Although transcripts for ceramide synthases are downregulated in all stress conditions, mRNAs for enzymes involved in fatty acid synthesis remain at control levels in wt during DS, rather than sharply declining as in HS. These stable transcripts encode the cel-1 and -2 subunits of fatty acid synthase, a fatty acid elongase, and several fatty acid desaturases (Fig 4, S2 Table). 

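In wt the fatty acid synthase subunits cel-1 (NCU07308) and cel-2 (NCU07307) had log2 ratios of -4.19 and -4.78 in HS/30, and -0.96 and -0.69 in DS/30. The fatty acid elongase NCU08976 had -4.21 and -1.37. The desaturases NCU09497, NCU02209 and NCU02408 had -6.65, -5.67 and -1.22 in wt HS/30, and -2.82, -1.95 and -1.85 in wt DS/30.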

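Triacylglycerol lipase (NCU10506) had log2 ratios of 4.28 in HS/30 and 2.38 in DS/30 in wt, and 3.00 and 2.87 in os2. Lipase B (NCU04475) had 3.91 and 2.44 in wt, and 3.18 and 3.63 in os2. The neutral ceramidase NCU04721 had -0.18 and -0.27 in wt, and -0.63 and 2.11 in os2. With the columns scaled to the same total its HS/30 ratios turned positive in both strains.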

Transcripts for lipid hydrolases, in contrast, such as triacylglycerol lipase, lipase B, cholinesterase, and neutral ceramidases increase during both HS and DS in both strains (S1 Table).

Glycerol synthesis is a response to hyperosmotic stress that is reported to be regulated by Os2 [7]. 

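Glycerol dehydrogenase 1 (NCU04923) had log2 ratios of 1.81 in HS/30 and 1.84 in DS/30 in wt, and -2.22 and 0.04 in os2. Glycerol kinase (NCU06005) had 2.41 and 2.56 in wt, and 2.41 and 1.14 in os2, and glycerol-3-phosphate dehydrogenase (NCU05454) had 3.02 and 1.24 in wt, and 2.46 and 1.63 in os2.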

Transcripts for the biosynthetic glycerol dehydrogenase 1 are induced by DS in wt only, whereas transcripts for glycerol-degrading enzymes, such as glycerol kinase and glycerol-3-phosphate dehydrogenase increase in both strains during stress (S1 Table). Proteomics (Table 1) show that os2 is lower in biosynthetic glycerol dehydrogenases (0.71, 0.84) and higher in the degradative glycerol-3-phosphate dehydrogenase (1.27).

Bioinformatics data on detoxifying enzymes, vesicular trafficking, polyamines, and cell wall proteins are presented in Supporting Information (S1–S3 Tables).

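In DS/30 the 10 genes listed under detoxification in S1 Table had a median log2 ratio of 2.08 in wt and 2.24 in os2, and the 4 listed under vesicular sorting had 1.56 and 2.34. Spermidine synthase (Spe3, NCU06727), a polyamine enzyme, had -4.62 in wt HS/30 and -1.48 in wt DS/30.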

### Western Blot Analysis of Signaling

Since the *stk10* mutant strain, like os2, shows strong resistance to DS, we asked whether it activates Os2 in response to stress. By Western blotting we found that stk10 reproducibly fails to phosphorylate Os2 in response to DS over a low control level (Fig 6, S1 Fig). Since Tor1 directly phosphorylates and activates Sch9, the Stk10 homolog of yeast, we assayed the effect of inhibiting TORC1 by adding rapamycin to wt cells during DS; and we found that rapamycin depressed Os2 phosphorylation (Fig 6, S1 Fig). Typically, stresses like nutrient deficiency and heat shock also result in phosphorylation of the eIF2α translation initiation factor [50]. Western blots showed that phosphorylation of eIF2α occurs in wt, os2, and stk10 in response to DS, and eIF2α remains phosphorylated for at least two hr of DS (Fig 7, S2 Fig). This similarity of the two mutant strains to wt suggests that Os2 and Stk10 do not influence this activation step in cross-pathway control, despite bioinformatics data sugesting that this pathway is depressed in wt, relative to os2, during DS.

**Fig 6:**
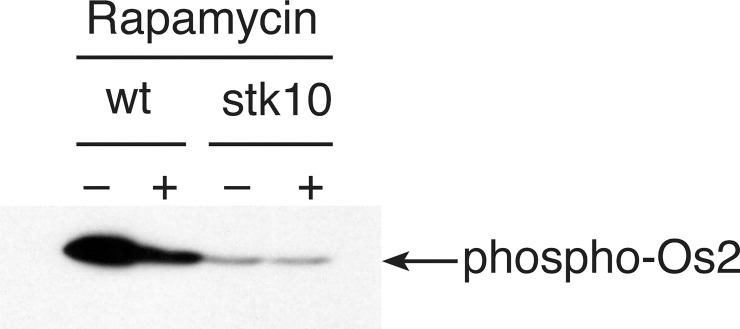
Differential activation of Os2 in Western blot of proteins from wt and stk10 cell extracts. The cells were subjected to DS for 10 min in the presence (+) or absence (-) of rapamycin. Proteins were separated by SDS-gel electrophoresis, and the blot was probed with antibody against mammalian (Thr180/Tyr182) phospho-p38, which detects phosphorylated Os2.

**Fig 7:**
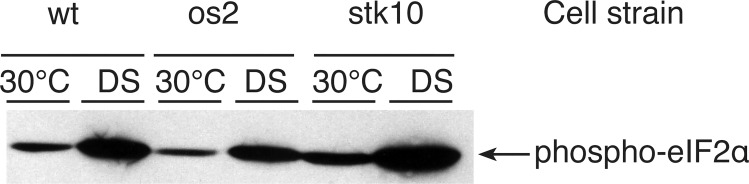
Phosphorylation of eIF2α in response to DS. The cells were either incubated only at 30°C or subjected to DS for 2 hr. Proteins in cell extracts were separated by SDS-gel electrophoresis, and the blot was probed with monoclonal antibody against human (Ser51) phospho-eIF2α, which detects the *Neurospora* homolog.

We found that phosphorylation of Mak1, the putative CWI MAP kinase, increased in both wt and os2, as well as other tested mutant strains, subjected to DS (Fig 8, S3 Fig). Neither the *mak1* nor *mek1* mutant strain had detectable phosphorylated Mak1 (S3 Fig). The level of phosphorylated Mak1 is greater in os2 than in wt at both 30°C and DS, suggesting that its hyperactivation might be responsible for os2 resistance to DS. However, we did not find evidence to support this possibility. Addition of a diacylglycerol analog, which should stimulate the CWI pathway, had no effect on DS survival of wt. In addition, both wt and os2 show increased expression of cell wall proteins in response to DS, according to transcript and protein data; and this increase is similar for the two strains (S1–S3 Tables). Furthermore, bioinformatics data suggest that signaling components of the CWI pathway are downregulated in os2 compared with wt.

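The 6 genes listed under cell wall in S1 Table rose in DS/30 with median log2 ratios of 3.66 in wt and 5.31 in os2, and in os2/wt DS their log2 ratios ran from -0.41 to 1.16, where the lowest turned positive with the columns scaled to the same total. Chitin synthase 6 (NCU05268) had 87.2 FPKM in wt DS and 86.3 in os2 DS. The 2 cell wall genes of S2 Table had a median log2 ratio of 0.26 in wt DS/30 and -2.06 in os2 DS/30. The shift of -0.32 from scaling to the same total turns the wt value negative. In os2/wt DS these 2 genes ran from -2.54 to -1.57.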

**Fig 8:**
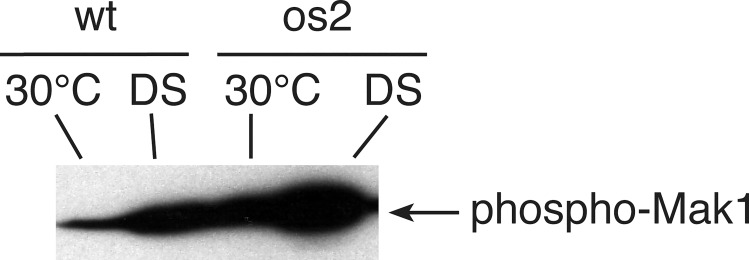
Activation of Mak1 in Western blot of wt and os2 cell extracts. The cells were either incubated only at 30°C or subjected to DS for 10 min. Proteins in cell extracts were separated by SDS-gel electrophoresis, and the blot was probed with monoclonal antibody against human (Thr202/Tyr204) phospho-p44/42 MAP kinase (Erk1), which detects phosphorylated Mak1.

### Transmission Electron Microscopy

Gene expression and protein data suggest that autophagy is a prominent feature of the response of os2 to DS, and cell survival studies lend support to the cell protective effect of autophagy. To learn more directly whether autophagy likely is occurring in os2 cells during DS, we prepared cells of both strains exposed to control, HS, or DS conditions. We examined thin sections of these cells by transmission electron microscopy (TEM), which has been effectively employed to visualize electron dense autophagic bodies in fungal vacuoles/lysosomes [60].

As shown in Fig 9, vacuoles of os2 cells subjected to DS are filled with what appear to be autophagic bodies. Similar autophagic vesicles fill the vacuoles of os2 and wt cells subjected to HS. However, such vacuoles are uncommon in wt during DS, and they contain fewer vesicles. Instead, there are large dark bodies in many of the wt vacuoles (Fig 9), which may be a normal feature of *Neurospora* [61] and seemingly unrelated to autophagy. In wt cells incubated only at 30°C there are similar large, dark bodies evident in the vacuoles, along with vacuoles containing sparse vesicles. In fact, the DS and control vacuoles of wt look very similar to each other. os2 cells that have been exposed only to 30°C have emptier vacuoles than they do during HS or DS, and any vesicular material within them appears diffuse. These micrographs provide evidence that autophagy is likely a prominent feature of the heat shock response of both *Neurospora* strains and that it also characterizes the response of os2 to DS, but autophagy is not characteristic of the wt DS response, where vacuoles appear unchanged from 30°C. Autophagy, therefore, appears to be a feature of the protective heat shock response that is compromised in wt by DS.

**Fig 9:**
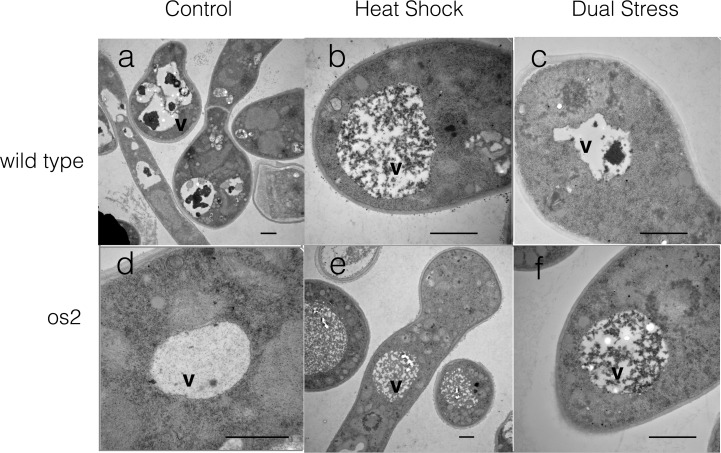
Vacuoles of germinating conidiospores of wt and os2 in transmission electron micrographs. Cells were incubated under 30°C control conditions (a + d) or subjected to heat shock (b + e) or dual stress (c + f) for 2 hr. The vacuoles (lysosomes) are light-colored and indicated by v. The horizontal bar in each micrograph indicates 1 micrometer.

## Discussion

We found that the combination of heat stress and nutritional deprivation, induced by a non-metabolizable glucose analog, was lethal to wt cells, while it was well tolerated by a mutant strain lacking a functional stress signaling kinase. Bioinformatic approaches increased our understanding of how the lethal response of wt to DS differs from its protective HS response, and how the *os2* mutant strain differs in its DS response from wt. We have also employed a variety of experimental approaches that reveal many differences between the two strains, some of which likely are relevant to the question of lethality or survival. The question itself is perplexing, since the stress MAP kinase that is nonfunctional in the mutant strain is normally activated by stress and, although non-essential, contributes to a strong HS response (this study, [7]) and would be expected to be beneficial in wt cells.

What seems clear is that the HS response of wt is stronger than that of the *os2* signaling mutant, both in the stress-specific transcripts that are induced to higher levels and in the normal transcripts that are dramatically reduced in wt. When carbohydrate deficiency is added to heat stress, both wt and os2 increase their stress-specific transcripts, with wt achieving very high levels. However, wt deviates from the typical HS pattern in that normal transcripts are only moderately reduced or not reduced at all from 30°C control levels. This inconsistency in wt suggests that it may be invoking two different response patterns to the combined stresses and that these responses conflict. Alternatively, its positive stress response may be so intense under DS that it is unable to respond appropriately to other signals. Despite its strikingly higher amounts of Hsp transcripts, wt accumulates lower amounts of Hsps during DS in comparison to os2. Future experiments may show whether the extremely high mRNA levels of wt for both stress-induced proteins and normal proteins are due to a lack of RNA degradation and whether the low levels of corresponding proteins are due to inefficient translation of these mRNAs or to extensive proteolysis.

Carbohydrate metabolism is altered at the transcript level by both HS and DS, which lead to increased transcripts for enzymes involved in fermentation, an important means for generating energy under stress conditions when oxidative respiration is minimized. In the glycolytic pathway, os2 is higher in enzymes of the ATP-producing stages of the pathway and wt is higher in enzymes of the ATP-utilizing stages. Transcripts for gluconeogenic enzymes increase during stress, and os2 is higher in the rate-limiting enzyme PEP carboxykinase. Overall, os2 appears to be more active in gluconeogenesis and in catabolism for generating glucose and TCA intermediates during DS, as evidenced by its enrichment in enzymes of glycogen degradation and ketone body metabolism. wt, on the other hand, is likely more active in anabolic metabolism, including the pentose phosphate pathway [20], which produces ribose sugars for nucleotides and NADPH for biosynthetic pathways. Subunits of mitochondrial respiratory complexes and their assembly proteins are more abundant in os2 during DS, despite higher wt transcripts for these subunits. Furthermore, proteins that guide mitochondrial fission and morphology are upregulated in os2 over wt during DS, implying greater dynamism in mitochondria of the mutant strain.

ROS are implicated in the lethality of DS, since addition of the anti-oxidant glutathione rescues wt cells from death. In fact, we found that DS, but not HS, leads to increased ROS and very high NO in intact wt cells. In contrast, DS does not lead to increased ROS in os2 and the resultant NO levels are only moderately high. Nevertheless, intrinsic anti-oxidant capabilities do not appear sufficient to explain these differences between wt and os2, since most catalases and thiol-related anti-oxidant proteins are lower in os2 than in wt. Furthermore, according to our recent LC-MS metabolomics analysis [10], glutathione content increased 5-fold (p value of 0.00638) in wt cells subjected to DS. Intracellular ROS are a by-product of oxidative respiration under normal conditions, and mitochondrial ROS increase further when the electron transport chain is inhibited by stress or mutation [23]. The low level of ROS in os2 may be due, at least in part, to its DS-induced increase in alternative mitochondrial electron carriers that circumvent the respiratory complexes where ROS are primarily generated [24].

Many vacuolar/lysosomal proteases are more abundant in os2 during DS than in wt, leading us to believe that autophagy may be an important factor in os2 survival, a proposal supported by further experiments. Our analysis also shows that many transcripts for proteins involved in autophagosome formation and vacuolar biogenesis are upregulated by HS, but only in os2 are they induced to higher levels by DS. Both strains have increased transcripts related to protein ubiquitination and proteasome biogenesis during DS. Transcripts associated with programmed cell death also increase to higher levels during DS than during HS. wt proved to have higher quantities of oxidoreductases that are reported to be pro-apoptotic, whereas os2 had higher quantities of anti-apoptotic oxidoreductases. This balance of pro- and anti-apoptotic proteins supports the possibility, proposed by us earlier [4], that apoptosis or PCD may be responsible for the DS-induced death of wt.

Although DS leads to activation of MAP kinases in two stress pathways, these pathways show divergent transcriptional responses. Transcripts for the osmotic stress pathway are stable or increase during stress, whereas transcripts for the CWI pathway are downregulated by stress, except for wt during DS. Detected CWI pathway proteins are also higher in wt than in os2 during DS. Nevertheless, more phosphorylated Mak1 of this pathway is evident in os2. Perhaps downregulation of CWI transcripts and proteins in os2 is a feedback mechanism to dampen their hyperactivation during DS. The general amino acid control pathway is upregulated by DS. Transcripts for Cpc2, which is a transcriptional repressor of this pathway, decline during all stress conditions, but remain stable during DS in wt, which also has higher quantities of Cpc2. In parallel, transcripts for eIF2α kinase (Cpc3) increase during stress in os2 to higher levels than in wt, suggesting that cross-pathway control is less effective in wt during DS than in os2. Nevertheless, phosphorylation of eIF2α appeared to occur equally in wt and os2 during the initial stages of DS.

Our survival assays of strains deleted in genes for signaling proteins showed that the *stk10* mutant strain survives almost as well as os2 (Fig 1). The yeast homolog of Stk10, Sch9, is directly phosphorylated by activated Tor1 [62]. When we inhibited TORC1 with rapamycin, we found that wt cells were rescued from DS-induced death and survival of os2 and other assayed mutant strains was enhanced. In contrast, rapamycin decreased the strong resistance of stk10 to DS (Fig 1), likely due to pre-existing ineffectiveness of TORC1 in the stk10 strain. We learned that Stk10 is required for phosphorylation of Os2 in response to DS; and like Os2, it is required for resistance to hyperosmotic stress, as confirmed by us (Fig 1) and others [63]. Furthermore, yeast Sch9, which also is required for hyperosmotic stress resistance, was found to associate with Hog1 during osmotic stress; but it did not directly phosphorylate it [64]. However, in a recent report [65], deletion of *sch9* abolished the Hog1 phosphorylation that was induced by C2-ceramide treatment in Isc1-deficient yeast cells.

Our observations suggest that the DS-induced phosphorylation of Os2 may depend indirectly upon activated TORC1, as well as on Stk10. We earlier reported that Os2 activation appeared greater during DS than during HS [4], and we found here that rapamycin addition during DS depressed Os2 phosphorylation in wt. Overall, these results suggest that TORC1 may remain at least partially activated in wt during DS; and being activated, it may phosphorylate Stk10, which is needed for the subsequent phosphorylation of Os2. Nevertheless, much of the damaging effect of the proposed TORC1 activation can evidently be communicated through the activation of Os2 during DS. It has been reported that the p38 MAP kinase of *Drosophila melanogaster* is necessary for activation of TORC1 [66], and there may be a positive feedback loop in *Neurospora* between Os2 and TORC1. Further experiments are needed to directly address the relationship between TORC1 and Os2 during DS.

Earlier reports have shown that autophagy is required for the lifespan extension that is produced by *tor1* or *sch9* mutation [6]. According to our visualization of vacuoles by TEM, autophagy appears to be a prominent feature of the HS response of wt and os2. However, during DS it remains important only for os2 and appears absent in wt. The mammalian p38 MAP kinase has been reported to have contradictory effects on autophagy, either facilitating it [67] or inhibiting it [68], depending on context. This may apply to Os2, as well, since its activation during HS clearly does not interfere with autophagy. However, more highly activated Os2 during DS appears to inhibit autophagy. In contrast, the *os2* mutant strain, which is able to undergo autophagy, tolerates DS well. It is likely that wt cells, characterized by high levels of ROS, undergo apoptosis or PCD, a possibility that needs to be explored further.

A contributing liability for wt may be its increased anabolic activity, possibly driven by TORC1; this is indicated by its relative abundance of pentose phosphate pathway enzymes and greater quantities of enzymes that assimilate sulfur and nitrogen into metaboIites such as methionine and ammonia, respectively. Furthermore, bioinformatics suggest that the biosynthesis of lipids is higher in wt during DS than in os2. In our earlier study of DS, we found that fatty acid synthesis was necessary for wt death [4]. Blocking this synthesis either chemically or genetically allowed cells to fully survive DS. The anabolic activity of wt would be appropriate under growth conditions when resources are abundant, but it is inappropriate under stress. os2, on the other hand, likely utilizes fatty acid catabolism under DS in part to generate substrates for mitochondrial respiration, as judged by its increased content of enzymes for ketone body metabolism. os2 also has a higher complement of mitochondrial proteins involved directly in electron transport, including those that minimize the generation of ROS.

In this report we have sought to understand the basis for DS lethality to wt cells. In summary, we found that DS causes wt cells to diverge from the characteristics of its protective HS response. The DS response of wt deviates in its stabilization or new synthesis of normal mRNAs, increased ROS and NO, likely increased anabolic activity, and lack of autophagy. The DS response of os2 cells, in contrast, more closely resembles its HS response.

## Materials and Methods

### *Neurospora crassa* Strains

The wt strains used in these studies are *N*. *crassa* OR74A (FGSC #2489 and #987), and the *os2* point mutant strain is UCLA 80A in an SL4 background (FGSC #2238). The gene deletion strains reported in this study are os2A (NCU07024, FGSC #17933), stk10a (NCU03200, FGSC #17939), camk4a (NCU09212, FGSC #11545), mek1a (NCU06419, FGSC #11318), mak1A (NCU09842, FGSC #11320), atg1a (NCU00188, FGSC #17400), and atg7a (NCU06672, FGSC #12317). A and a represent the opposite mating types of *N*. *crassa*.

### Growth Conditions

25 mg conidia were inoculated into 25 ml of liquid Vogel’s medium [69] containing 0.05% glucose in 125 ml flasks. After flasks were incubated with shaking for 5 hr at 30°C, they either remained at 30°C (control), were transferred to a 45°C shaking water bath (HS), or were transferred to 45°C with addition of 0.015% 2-DG (DS). All cells were filtered and rinsed at time of collection.

### 2-DG Uptake

[1,2-^3^H]2-deoxy-D-glucose (MP Biomedicals, Irvine CA)), at 1 μCi/ml, was added to 15 ml of 5 hr germinating conidia upon their transfer to DS conditions. Aliquots were removed after 15, 45, and 75 min of continued incubation. The pelleted cells from 150 μl of culture (in triplicate) were solubilized in BioSol (National Diagnostics, Atlanta, GA), according to the manufacturer’s instructions, and were mixed with scintillation fluid (Bio-Safe II, RPI, Mount Prospect, IL) for counting. The top 150 μl supernatant from 500 μl of pelleted culture were directly mixed with scintillation fluid and counted. The percentage uptake was determined by dividing the average pellet-associated tritium counts by the sum of the pellet-associated and supernatant counts, which together approximated 0.15 μCi.

### RNAseq

For RNA isolation, cells were collected after 2 hr of HS or DS treatment or an additional 1 hr at 30°C, and they were suspended in 1 ml RNAzolRT (Molecular Research Center, Cincinnati) and homogenized in a Bead Beater 2 x 45 sec., with cooling in the interval. The supernatant was separated from cell debris and beads by 2 centrifugations at 12,000 x g, the first for 1 min and the second for 10 min; and the supernatant was frozen at -70°C. The manufacturer’s protocol was followed for mRNA isolation from these extracts, and the isolated RNA was solublized in water and frozen at -70°C.

The University of Minnesota Genomics Center performed procedures for Illumina (San Diego, CA) Next-Generation Sequencing for paired end RNA. The RNA was quantified by a fluorimetric RiboGreen assay and its integrity assessed by capillary electrophoresis. RNA samples were converted to Illumina sequencing libraries with Illumina’s Truseq RNA Sample Preparation Kit, according to the manufacturer’s instructions. Steps included oligo-dT purification of polyadenylated RNA and reverse transcription to create cDNA. The cDNA was fragmented, blunt-ended, and ligated to indexed (barcoded) adaptors. The library was size selected, and size distribution was validated by capillary electrophoresis; quantification was by fluorimetry (PicoGreen) and Q-PCR. Indexed libraries were normalized, pooled, clustered on a flow cell, and loaded onto the HiSeq 2000 sequencing system. Library fragments were resynthesized in the reverse direction and sequenced from the opposite end of read 1 fragment to produce the paired end read 2. Primary analysis and de-multiplexing were performed with Illumina’s CASAVA software 1.8.2. The total read numbers were 29,379,956 (wt_30); 38,445,137 (wt_HS); 33,104,645 (wt_DS); 32,677,066 (os2_30); 25,348,748 (os2_HS); and 24,858,572 (os2_DS).

The FASTQ files were analyzed by Galaxy [70], an open-source, web-based program for intensive data analysis, supported by the University of Minnesota Supercomputing Institute. Quality of sequence data was checked with FastQC and reads were aligned by TopHat to the *Neurospora crassa* 74a_12 supercontigs reference genome [71] and to the transcriptome derived by the Broad Institute (Cambridge, MA). Cufflinks was used to assemble transcripts and estimate normalized counts for gene and transcript expression levels (FPKM). Comparisons between different samples to determine differentially expressed genes/transcripts were made by Cuffdiff. Transcript ratios between treatments or strains were considered significant for p values of ≤0.05. This filter was extended to p values of ≤0.15 for transcript comparisons whose ratios were found significant with greater stringency for other comparisons. All ratio values were ≥log_2_ of 1 or -1 (2-fold).

### iTRAQ

wt conidia (in duplicate) and os2 conidia were collected after 3 hr of DS treatment. Cells were lysed by a BeadBeater (Biospec Products, Bartlesville, OK) in buffer consisting of 6 M urea, 0.2% SDS, 0.5 M triethylammonium bicarbonate (TEAB) and 5 mM Tris (2-carboxyethyl)phosphine HCl (TCEP). The supernatant of a low speed centrifugation (1,000 x g for 5 min) was sonicated, after which the supernatant of a high speed centrifugation (14,000 x g for 15 min) was collected. Protein content was determined with the Bradford reagent [72].

Prior to proteolytic digestion of each sample with trypsin, disulfide bonds were reduced and cysteines were alkylated [73]. The trypsinized samples were applied to a 4 ml Extract Clean C18 SPE cartridge (Grace Davidson), and eluents, dried and reconstituted, were labeled with iTRAQ 8-plex reagent (ABSciex, Framingham, MA) per manufacturer’s protocol. After labeling, the samples were pooled, dried and cleaned with a 3 cc Oasis MCX cartridge (Waters Corporation. Milford, MA). The MCX eluent was split in half and dried.

Peptides were separated by two dimensional Liquid Chromatography-Mass Spectrometry (LC-MS), in which the first dimension was offline and employed either strong cation exchange (SCX) [8] or high pH C18 reversed phase separation [73]. Peptide fractions were dried *in vacuo* and reconstituted in water:acetonitrile:trifluoroacetic acid (98:2:0.1). After Stage Tip purification of the first dimension fractions, they were dried *in vacuo* and resuspended in water:acetonitrile:formic acid (98:2:0.01). 1.5 μg of each peptide fraction were injected onto a capillary LC-MS Velos Orbitrap mass spectrometer system (Thermo Fisher, Inc., Waltham, MA) as described previously [74].

We converted the LC-MS raw datafiles to MGF files as described previously [74], and we combined both sets of data, derived from SCX and C18 high pH fractionation, to a single database search by Protein Pilot™ 4.2 (Sciex, Foster City, CA). We used the Broad Institute *Neurospora crassa* protein database from 9/14/11 (http://www.broadinstitute.org/annotation/genome/neurospora/Blast.html), combined with the contaminants database (http://www.thegpm.org/cRAP/index.html), for a total of 10,044 proteins as the reference database. Protein Pilot™ search parameters were: 4-plex peptide label sample type; cysteine methyl methanethiosulfonate; trypsin; instrument Orbi MS (1–3ppm) Orbi MS/MS; biological modifications ID focus; thorough search effort; detected protein threshold 0.05 (10%), competitive error margin 2.00 and false discovery rate analysis invoked (with reversed database). We generated peptide and protein summary exports from Protein Pilot™ and the output was organized in Excel. Where the p value threshold was extended from 0.05 to 0.10 and 0.20, this is indicated in the text by * (0.05 to 0.10) and ^§^ (0.10 to 0.20).

### Cell Survival Measurements

Petri plate assays were performed as described previously [4]. Briefly, conidiospores were incubated in liquid Vogel’s medium for 2 hr at 30°C. Spore suspensions, diluted 5,000-fold in 10% Vogel’s salts, were spread on solidified agar medium containing 0.05% glucose and 0.015% 2-DG. The plates were incubated for 44 hr at 45°C, and the colonies growing from surviving spores were counted. A minimum of three plates was used for each treatment. Additions to the liquified agar medium, for individual experiments, included reduced L-glutathione, probucol, menadione, chloroquine, tunicamycin (all from Sigma-Aldrich, St. Louis), hydrogen peroxide (Fisher Scientific, Pittsburgh), rapamycin (LC Laboratories, Woburn, MA), and 1,2-dioctanoyl-sn-glycerol (Cayman Chemical, Ann Arbor, MI).

### Measurements of ROS and RNS

#### ROS measurement

Ten μM 2’,7’-dichlorodihydrofluorescein diacetate (Cayman Chemical, Ann Arbor, MI) in ethanol were added to 10 ml cultures at time of stress and to the 30°C control. Cells were collected after 1 hr, washed with 1/10 PBS, pH 7.2, resuspended in 1 ml PBS, diluted (1:0.5, 1:1, 1:2, and 1:5) with buffer, and pipetted into microplates. Procedures were performed with minimal light exposure. The fluorescence signal was read from above by a Biotek Synergy MX (Winooski, VT) scanning microplate fluorometer, with excitation and emission wavelengths set at 502 nm and 523 nm, respectively. We programmed an endpoint read at normal speed with automatic sensitivity adjustment. Gen5 software was employed for operations and data analysis.

#### NO measurement

Conidia were cultured as for ROS measurements. After their transfer to treatment conditions, 4-amino-5-methylamino-2’,7’-difluorofluorescein diacetate (DAF-FM diacetate, Life Technologies, Grand Island, NY) in DMSO was added to 1.8 μM final concentration during the last 30 min of a 60 min incubation. The cells were collected, treated, and diluted as for the ROS measurements. For fluorescence scanning, the excitation and emission wavelengths were set at 495 nm and 515 nm, respectively.

### Western Blots

Protein extraction, gel electrophoresis, and Western blotting procedures were carried out as described previously [4]. Primary antibodies (Cell Signaling Technology, Danvers, MA), along with their concentrations, were phospho-p38 MAPK antibody, #9211 (1:1,000); phospho-p44/42 MAPK mAb, #4370 (1:2,000 or 1:3,000); and phospho-eIF2α mAb, #3398 (1:1,000). The secondary antibody (1:20,000) was peroxidase-conjugated goat anti-rabbit IgG (Jackson ImmunoResearch, West Grove, PA).

### Transmission Electron Microscopy

*Neurospora* cultures, transferred from 30°C, were subjected to HS or DS for 2 hr, and the control remained at 30°C for an hr after transfer. To stabilize autophagic vesicles from proteolysis [60], 2 mM phenylmethanesulfonyl fluoride (Sigma-Aldrich, St. Louis, MO) was added from a 100 mM ethanolic stock solution during the last hr of incubation. Cultures were filtered, washed with 10 mM phosphate buffer, pH 7.2, and resuspended in 2.5% glutaraldehyde in 0.1 M phosphate buffer, pH 7.2. Fixation was initiated by exposure of the resuspended cells to vacuum for 15 min at RT and continued overnight with constant mixing at 4°C. Samples were rinsed 3x in 0.1 M phosphate buffer and placed in 1% osmium tetroxide, 0.1 M phosphate buffer overnight at 4°C. Specimens were rinsed in water and embedded in 2% low melting point agarose (Invitrogen, Carlsbad, CA). The samples were cut into 1-mm^3^ pieces and dehydrated in an ethanol series (2x15 min in 25%, 50%, 75%, 95%, and 3x15 min in 100%). Following dehydration the samples were infiltrated with Embed 812 resin (Electron Microscopy Sciences, Hatfield, PA), with the following concentrations: 50% ethanol:50%resin, 100% resin without accelerator, and 100% resin with accelerator (2x), for a duration of 8 hr to overnight at RT for each mix. Specimens were polymerized at 60°C for 48 hr. Ultrathin sections 80–100 nm thick were cut on a Leica Ultracut UCT microtome with a diamond knife and collected on formvar/carbon-coated 200-mesh copper grids. Sections were post-stained with 3% uranyl acetate for 20 min, followed by Sato’s triple-lead stain [75] for 3 min, and examined with an FEI/Philips (Hillsboro OR) CM12 transmission electron microscope operating at 60 kV. Images were recorded with a Maxim DL digital capture system.

## Supporting Information

S1 Fig Original blot for Fig 6: Differential activation of Os2 in Western blot of proteins from wt and stk10 cell extracts. (PDF) Click here for additional data file.

S2 Fig Original blot for Fig 7: Phosphorylation of eIF2α in response to DS. (PDF) Click here for additional data file.

S3 Fig Original blot for Fig 8: Activation of Mak1 in Western blot of wt and os2 cell extracts, left four lanes. The right eight lanes show phosphorylated Mak1 at 30°C (C) and DS (S) conditions for four additional strains: camk4, lsp1, mek1, and mak1.
(PDF) Click here for additional data file.

S1 Table Log_2_ Upregulated RNA Ratios. (PDF) Click here for additional data file.

S2 Table Log_2_ Downregulated RNA Ratios. (PDF) Click here for additional data file.

S3 Table iTRAQ Ratios os2/wt DS. (PDF) Click here for additional data file.

# Supplementary material for: Glucose Starvation Alters Heat Shock Response, Leading to Death of Wild Type Cells and Survival of MAP Kinase Signaling Mutant
**Source:** PLoS One. 2016 Nov 21;11(11):e0165980. doi: 10.1371/journal.pone.0165980
**Supplement:** S1 Table

S1 Table. Log<sub>2</sub> Upregulated RNA Ratios

| NCU#                                | Encoded Protein               | WT           |       |               |       |               |       | OS2          |       |               |       |              |       | DS            |       |
|-------------------------------------|-------------------------------|--------------|-------|---------------|-------|---------------|-------|--------------|-------|---------------|-------|--------------|-------|---------------|-------|
|                                     |                               | HS/30        | p val | DS/HS         | p val | DS/30         | p val | HS/30        | p val | DS/HS         | p val | DS/30        | p val | os2/wt        | p val |
| <b>STRESS PROTEINS</b>              |                               |              |       |               |       |               |       |              |       |               |       |              |       |               |       |
| NCU09364                            | Hsp30                         | <b>7.551</b> | 0.026 | ----          | ----  | <b>10.427</b> | 0.000 | <b>6.010</b> | 0.034 | <b>3.109</b>  | 0.004 | <b>9.122</b> | 0.001 | ----          | ----  |
| NCU02630                            | Hsp78                         | <b>4.445</b> | 0.032 | ----          | ----  | <b>8.120</b>  | 0.001 | <b>2.721</b> | 0.007 | <b>3.410</b>  | 0.001 | <b>6.133</b> | 0.008 | ----          | ----  |
| NCU00104                            | Hsp98                         | <b>3.167</b> | 0.132 | <b>5.439</b>  | 0.011 | <b>8.541</b>  | 0.000 | <b>2.386</b> | 0.042 | <b>3.507</b>  | 0.015 | ----         | ----  | ----          | ----  |
| NCU04172                            | Fes1 Hsp70 NEF                | ----         | ----  | <b>4.801</b>  | 0.039 | <b>5.454</b>  | 0.000 | ----         | ----  | <b>1.780</b>  | 0.010 | <b>2.913</b> | 0.013 | <b>-2.712</b> | 0.058 |
| NCU03732                            | Sis1                          | <b>3.309</b> | 0.098 | ----          | ----  | <b>5.762</b>  | 0.001 | <b>2.592</b> | 0.021 | ----          | ----  | <b>3.600</b> | 0.025 | ----          | ----  |
| <b>GLYCOLYSIS + GLUCONEOGENESIS</b> |                               |              |       |               |       |               |       |              |       |               |       |              |       |               |       |
| NCU02702                            | Glucokinase                   | <b>2.496</b> | 0.096 | ----          | ----  | <b>2.179</b>  | 0.026 | <b>1.409</b> | 0.124 | ----          | ----  | ----         | ----  | <b>-1.368</b> | 0.087 |
| NCU09873                            | PEP carboxykinase             | <b>4.383</b> | 0.016 | <b>-2.606</b> | 0.043 | <b>1.716</b>  | 0.089 | <b>2.248</b> | 0.032 | ----          | ----  | <b>1.734</b> | 0.143 | ----          | ----  |
| NCU02906                            | NAD-dependent malic enzyme 1  | <b>4.106</b> | 0.021 | <b>-2.331</b> | 0.034 | ----          | ----  | ----         | ----  | ----          | ----  | ----         | ----  | ----          | ----  |
| NCU04797                            | Fructose Bisphosphatase       | <b>2.326</b> | 0.110 | ----          | ----  | ----          | ----  | ----         | ----  | ----          | ----  | ----         | ----  | ----          | ----  |
| <b>PENTOSE PHOSPHATE PATHWAY</b>    |                               |              |       |               |       |               |       |              |       |               |       |              |       |               |       |
| NCU07143                            | 6-Phosphogluconolactonase     | <b>5.542</b> | 0.018 | <b>-2.550</b> | 0.030 | <b>2.930</b>  | 0.071 | ----         | ----  | ----          | ----  | <b>2.628</b> | 0.106 | ----          | ----  |
| <b>KETONE BODIES</b>                |                               |              |       |               |       |               |       |              |       |               |       |              |       |               |       |
| NCU05419                            | HMG-CoA lyase                 | ----         | ----  | ----          | ----  | ----          | ----  | <b>1.650</b> | 0.081 | ----          | ----  | <b>1.797</b> | 0.104 | ----          | ----  |
| <b>FERMENTATION</b>                 |                               |              |       |               |       |               |       |              |       |               |       |              |       |               |       |
| NCU02850                            | Alcohol dehydrogenase         | <b>3.154</b> | 0.082 | <b>-2.476</b> | 0.045 | ----          | ----  | ----         | ----  | ----          | ----  | <b>2.789</b> | 0.020 | ----          | ----  |
| NCU08402                            | Zinc-binding Adh              | <b>2.575</b> | 0.090 | ----          | ----  | <b>3.595</b>  | 0.002 | <b>2.530</b> | 0.012 | ----          | ----  | <b>2.618</b> | 0.020 | ----          | ----  |
| NCU01754                            | Adh1                          | <b>4.401</b> | 0.080 | ----          | ----  | <b>4.638</b>  | 0.009 | <b>3.197</b> | 0.039 | ----          | ----  | <b>4.127</b> | 0.037 | ----          | ----  |
| NCU02712                            | Acetate kinase                | <b>4.246</b> | 0.015 | <b>-2.585</b> | 0.024 | <b>1.598</b>  | 0.157 | <b>2.200</b> | 0.079 | ----          | ----  | <b>2.108</b> | 0.125 | ----          | ----  |
| NCU02397                            | Ilv5 Pyruvate decarboxylase   | <b>5.421</b> | 0.010 | <b>-2.544</b> | 0.059 | <b>2.815</b>  | 0.015 | <b>2.816</b> | 0.017 | ----          | ----  | <b>3.232</b> | 0.016 | ----          | ----  |
| <b>GLYCOGEN</b>                     |                               |              |       |               |       |               |       |              |       |               |       |              |       |               |       |
| NCU07027                            | Glycogen phosphorylase        | ----         | ----  | ----          | ----  | <b>1.754</b>  | 0.062 | <b>2.292</b> | 0.020 | <b>-1.168</b> | 0.074 | ----         | ----  | ----          | ----  |
| NCU01517                            | Gla1 Glucoamylase precursor   | <b>3.268</b> | 0.099 | ----          | ----  | <b>1.674</b>  | 0.080 | <b>3.034</b> | 0.004 | ----          | ----  | <b>2.866</b> | 0.015 | ----          | ----  |
| <b>MITOCHONDRIA</b>                 |                               |              |       |               |       |               |       |              |       |               |       |              |       |               |       |
| NCU03296                            | F1 ATPase assembly protein 11 | ----         | ----  | ----          | ----  | <b>2.324</b>  | 0.037 | ----         | ----  | ----          | ----  | ----         | ----  | <b>-1.368</b> | 0.141 |
| <b>ALTERNATIVE OXIDOREDUCTASES</b>  |                               |              |       |               |       |               |       |              |       |               |       |              |       |               |       |
| NCU04874                            | Aod3 Alternative oxidase      | <b>2.336</b> | 0.149 | ----          | ----  | ----          | ----  | <b>2.212</b> | 0.063 | <b>2.012</b>  | 0.003 | <b>4.228</b> | 0.004 | <b>3.597</b>  | 0.001 |
| NCU05225                            | Nde1 NADH DH                  | ----         | ----  | ----          | ----  | ----          | ----  | ----         | ----  | <b>1.873</b>  | 0.107 | ----         | ----  | ----          | ----  |
| <b>OXIDATIVE STRESS</b>             |                               |              |       |               |       |               |       |              |       |               |       |              |       |               |       |
| NCU08791                            | Catalase 1                    | <b>5.310</b> | 0.006 | ----          | ----  | <b>3.602</b>  | 0.003 | ----         | ----  | <b>1.630</b>  | 0.027 | <b>1.891</b> | 0.153 | <b>-2.621</b> | 0.003 |

|          |                          |              |       |      |      |              |       |              |       |              |       |              |       |               |       |
|----------|--------------------------|--------------|-------|------|------|--------------|-------|--------------|-------|--------------|-------|--------------|-------|---------------|-------|
| NCU05770 | Peroxidase/catalase 2    | <b>6.641</b> | 0.018 | ---- | ---- | <b>6.970</b> | 0.000 | <b>5.439</b> | 0.002 | ----         | ----  | <b>5.913</b> | 0.004 | ----          | ----  |
| NCU09560 | Superoxide Dismutase     | <b>2.715</b> | 0.101 | ---- | ---- | <b>2.803</b> | 0.007 | <b>1.575</b> | 0.083 | ----         | ----  | <b>2.766</b> | 0.023 | ----          | ----  |
| NCU09040 | Mig4 oxidoreductase      | <b>6.175</b> | 0.004 | ---- | ---- | <b>4.646</b> | 0.001 | <b>3.672</b> | 0.002 | ----         | ----  | <b>4.586</b> | 0.001 | ----          | ----  |
| NCU03369 | Mig8 Pirin               | <b>2.978</b> | 0.054 | ---- | ---- | <b>3.621</b> | 0.001 | ----         | ----  | <b>1.540</b> | 0.018 | <b>2.811</b> | 0.013 | ----          | ----  |
| NCU01759 | Mig5 aldo-keto reductase | <b>3.109</b> | 0.054 | ---- | ---- | <b>1.637</b> | 0.086 | ----         | ----  | ----         | ----  | ----         | ----  | <b>-1.934</b> | 0.022 |
| NCU03714 | Thioredoxin              | <b>2.556</b> | 0.101 | ---- | ---- | <b>3.654</b> | 0.001 | <b>2.255</b> | 0.019 | ----         | ----  | <b>2.763</b> | 0.018 | ----          | ----  |

#### AUTOPHAGY + VACUOLES

|          |                              |              |       |      |      |              |       |              |       |              |       |              |       |              |       |
|----------|------------------------------|--------------|-------|------|------|--------------|-------|--------------|-------|--------------|-------|--------------|-------|--------------|-------|
| NCU00188 | Atg1                         | <b>2.127</b> | 0.155 | ---- | ---- | ----         | ----  | <b>1.245</b> | 0.064 | <b>1.245</b> | 0.064 | <b>2.649</b> | 0.024 | <b>1.622</b> | 0.065 |
| NCU08766 | Atg17                        | <b>4.638</b> | 0.027 | ---- | ---- | <b>2.512</b> | 0.012 | <b>2.460</b> | 0.011 | <b>1.065</b> | 0.114 | <b>3.528</b> | 0.005 | ----         | ----  |
| NCU03441 | Atg18                        | ----         | ----  | ---- | ---- | ----         | ----  | ----         | ----  | <b>0.901</b> | 0.157 | <b>1.702</b> | 0.106 | ----         | ----  |
| NCU09220 | Mon1 Vacuolar fusion protein | <b>2.779</b> | 0.070 | ---- | ---- | <b>1.552</b> | 0.115 | ----         | ----  | <b>1.795</b> | 0.007 | <b>2.924</b> | 0.011 | <b>1.297</b> | 0.104 |
| NCU06435 | Vps9 Vacuolar sorting        | ----         | ----  | ---- | ---- | ----         | ----  | ----         | ----  | <b>0.991</b> | 0.119 | <b>2.156</b> | 0.055 | <b>1.515</b> | 0.062 |
| NCU08761 | Vacuolar sorting receptor    | ----         | ----  | ---- | ---- | ----         | ----  | ----         | ----  | <b>1.129</b> | 0.077 | ----         | ----  | <b>1.533</b> | 0.060 |
| NCU08110 | Vacuolar transp chaperone 4  | ----         | ----  | ---- | ---- | ----         | ----  | ----         | ----  | <b>1.834</b> | 0.008 | ----         | ----  | ----         | ----  |
| NCU06231 | Vacuolar amino acid transp 1 | <b>2.402</b> | 0.124 | ---- | ---- | <b>1.761</b> | 0.058 | ----         | ----  | <b>2.349</b> | 0.002 | <b>3.022</b> | 0.021 | <b>1.526</b> | 0.112 |
| NCU07894 | Oligopeptide transporter 2   | ----         | ----  | ---- | ---- | ----         | ----  | <b>2.053</b> | 0.019 | ----         | ----  | <b>1.797</b> | 0.156 | <b>1.900</b> | 0.091 |
| NCU09278 | Env9-like oxidoreductase     | ----         | ----  | ---- | ---- | ----         | ----  | <b>2.646</b> | 0.001 | ----         | ----  | <b>3.142</b> | 0.040 | <b>1.841</b> | 0.045 |
| NCU09195 | Vacuolar Gpr6                | ----         | ----  | ---- | ---- | ----         | ----  | ----         | ----  | <b>1.771</b> | 0.008 | ----         | ----  | <b>1.533</b> | 0.060 |

#### UBIQUITIN + PROTEASOMES

|          |                              |              |       |              |       |              |       |              |       |              |       |              |       |               |       |
|----------|------------------------------|--------------|-------|--------------|-------|--------------|-------|--------------|-------|--------------|-------|--------------|-------|---------------|-------|
| NCU05995 | Polyubiquitin                | ----         | ----  | ----         | ----  | <b>3.657</b> | 0.057 | ----         | ----  | <b>2.263</b> | 0.048 | ----         | ----  | ----          | ----  |
| NCU06815 | Ubiquitin ligase E3          | <b>2.391</b> | 0.104 | ----         | ----  | <b>4.161</b> | 0.000 | ----         | ----  | <b>2.473</b> | 0.001 | <b>3.090</b> | 0.012 | ----          | ----  |
| NCU06782 | Ubiquitin/metalloproteinase  | ----         | ----  | <b>2.111</b> | 0.051 | <b>4.279</b> | 0.002 | ----         | ----  | <b>1.959</b> | 0.006 | <b>3.043</b> | 0.020 | <b>-1.418</b> | 0.072 |
| NCU01640 | Rpn-4 26S proteosome su      | <b>4.179</b> | 0.018 | ----         | ----  | <b>3.858</b> | 0.001 | <b>2.181</b> | 0.026 | <b>1.238</b> | 0.059 | <b>3.423</b> | 0.004 | ----          | ----  |
| NCU11215 | RING-10 ubiquitin hydrolase  | ----         | ----  | <b>2.706</b> | 0.021 | <b>3.188</b> | 0.004 | ----         | ----  | <b>1.954</b> | 0.005 | <b>1.796</b> | 0.116 | <b>-1.720</b> | 0.036 |
| NCU05582 | Ubiquitin fusion degradation | ----         | ----  | <b>1.758</b> | 0.117 | <b>2.002</b> | 0.037 | ----         | ----  | <b>1.607</b> | 0.014 | ----         | ----  | ----          | ----  |
| NCU06856 | Ubiquitin fusion degradation | <b>2.332</b> | 0.119 | ----         | ----  | <b>1.491</b> | 0.109 | ----         | ----  | <b>1.850</b> | 0.005 | <b>2.185</b> | 0.046 | ----          | ----  |

#### PROGRAMMED CELL DEATH

|          |                                |              |       |      |      |              |       |              |       |              |       |              |       |      |      |
|----------|--------------------------------|--------------|-------|------|------|--------------|-------|--------------|-------|--------------|-------|--------------|-------|------|------|
| NCU05850 | AIF reductase                  | <b>2.975</b> | 0.067 | ---- | ---- | <b>1.933</b> | 0.080 | <b>2.029</b> | 0.062 | ----         | ----  | <b>2.003</b> | 0.101 | ---- | ---- |
| NCU02463 | BAX-Inhibitor family           | ----         | ----  | ---- | ---- | <b>3.512</b> | 0.001 | <b>1.681</b> | 0.067 | <b>0.968</b> | 0.140 | <b>2.652</b> | 0.020 | ---- | ---- |
| NCU10028 | BAX-Inhibitor family           | ----         | ----  | ---- | ---- | <b>3.221</b> | 0.009 | <b>1.723</b> | 0.145 | ----         | ----  | <b>2.773</b> | 0.068 | ---- | ---- |
| NCU04315 | Ciapiin, Fe/S cluster assembly | <b>2.420</b> | 0.104 | ---- | ---- | <b>2.928</b> | 0.005 | <b>1.868</b> | 0.051 | ----         | ----  | <b>2.718</b> | 0.019 | ---- | ---- |

#### SIGNALING

|          |                              |              |       |              |       |              |       |              |       |              |       |              |       |               |       |
|----------|------------------------------|--------------|-------|--------------|-------|--------------|-------|--------------|-------|--------------|-------|--------------|-------|---------------|-------|
| NCU04615 | Sln1                         | ----         | ----  | ----         | ----  | <b>2.985</b> | 0.005 | <b>1.550</b> | 0.095 | ----         | ----  | <b>1.882</b> | 0.087 | ----          | ----  |
| NCU03071 | Os4 MapKKK                   | ----         | ----  | ----         | ----  | ----         | ----  | <b>1.300</b> | 0.138 | ----         | ----  | <b>1.954</b> | 0.071 | <b>1.151</b>  | 0.150 |
| NCU07221 | Hcp RR A                     | ----         | ----  | <b>2.488</b> | 0.082 | <b>3.661</b> | 0.001 | ----         | ----  | <b>1.831</b> | 0.007 | <b>2.967</b> | 0.011 | ----          | ----  |
| NCU01833 | Nik2                         | <b>3.151</b> | 0.043 | ----         | ----  | <b>2.561</b> | 0.011 | <b>1.240</b> | 0.156 | <b>0.966</b> | 0.124 | <b>2.210</b> | 0.041 | ----          | ----  |
| NCU09520 | Histidine kinase RR          | ----         | ----  | <b>4.678</b> | 0.013 | <b>4.261</b> | 0.000 | ----         | ----  | ----         | ----  | <b>1.590</b> | 0.130 | <b>-2.090</b> | 0.045 |
| NCU05049 | Dual specificity phosphatase | <b>5.714</b> | 0.009 | ----         | ----  | <b>4.678</b> | 0.008 | <b>3.892</b> | 0.009 | <b>1.074</b> | 0.101 | <b>4.968</b> | 0.004 | ----          | ----  |
| NCU07495 | Lsp1                         | <b>3.626</b> | 0.031 | ----         | ----  | <b>2.199</b> | 0.030 | <b>1.433</b> | 0.125 | <b>0.924</b> | 0.148 | <b>2.359</b> | 0.038 | ----          | ----  |
| NCU00478 | Acon2 phosphodiesterase      | ----         | ----  | ----         | ----  | ----         | ----  | ----         | ----  | <b>1.322</b> | 0.042 | <b>2.136</b> | 0.053 | <b>1.753</b>  | 0.030 |

|          |                               |              |       |      |      |              |       |              |       |              |       |              |       |              |       |
|----------|-------------------------------|--------------|-------|------|------|--------------|-------|--------------|-------|--------------|-------|--------------|-------|--------------|-------|
| NCU07966 | Calcium-transporting ATPase 3 | <b>3.050</b> | 0.076 | ---- | ---- | <b>3.087</b> | 0.005 | ----         | ----  | <b>2.874</b> | 0.000 | <b>3.801</b> | 0.015 | ----         | ----  |
| NCU01187 | Cpc3                          | ----         | ----  | ---- | ---- | ----         | ----  | <b>1.587</b> | 0.083 | ----         | ----  | <b>1.578</b> | 0.138 | <b>1.423</b> | 0.085 |

#### DETOXIFICATION

|          |                             |              |        |               |        |              |       |              |       |              |       |              |        |               |       |
|----------|-----------------------------|--------------|--------|---------------|--------|--------------|-------|--------------|-------|--------------|-------|--------------|--------|---------------|-------|
| NCU11395 | S-OHmethylglutathione DH    | <b>6.620</b> | 0.003  | ----          | ----   | <b>4.423</b> | 0.003 | <b>2.722</b> | 0.052 | ----         | ----  | <b>3.815</b> | 0.016  | <b>-1.503</b> | 0.069 |
| NCU01127 | GSH-dep formaldehyde-activ  | <b>6.270</b> | 0.009  | <b>-2.249</b> | 0.040  | <b>3.959</b> | 0.017 | <b>2.193</b> | 0.132 | ----         | ----  | <b>2.450</b> | 0.110  | <b>-1.469</b> | 0.099 |
| NCU09570 | Glutathione S-transferase 3 | <b>2.580</b> | 0.160  | ----          | ----   | <b>3.139</b> | 0.044 | <b>4.439</b> | 0.008 | ----         | ----  | <b>2.779</b> | 0.080  | ----          | ----  |
| NCU05780 | Glutathione S-transferase 1 | ----         | ----   | ----          | ----   | <b>1.703</b> | 0.091 | ----         | ----  | ----         | ----  | ----         | ----   | <b>-1.971</b> | 0.021 |
| NCU10521 | Glutathione S-transferase 4 | ----         | ----   | ----          | ----   | ----         | ----  | <b>3.173</b> | 0.002 | ----         | ----  | <b>2.222</b> | 0.048  | ----          | ----  |
| NCU02124 | Dienelactone hydrolase      | <b>3.998</b> | 0.018  | ----          | ----   | <b>1.882</b> | 0.055 | ----         | ----  | ----         | ----  | ----         | ----   | <b>-1.966</b> | 0.018 |
| NCU07127 | Dienelactone hydrolase      | ----         | ----   | ----          | ----   | ----         | ----  | ----         | ----  | <b>1.508</b> | 0.029 | <b>1.656</b> | 0.145  | ----          | ----  |
| NCU02179 | D-Lactate dehydrogenase     | <b>3.559</b> | 0.039  | ----          | ----   | <b>2.108</b> | 0.106 | <b>2.349</b> | 0.050 | ----         | ----  | <b>2.090</b> | 0.105  | ----          | ----  |
| NCU03813 | Formate dehydrogenase       | <b>5.224</b> | 0.0079 | <b>-2.384</b> | 0.0616 | <b>2.778</b> | 0.014 | <b>2.249</b> | 0.040 | ----         | ----  | <b>2.461</b> | 0.0449 | ----          | ----  |
| NCU07322 | Glyoxalase                  | <b>4.352</b> | 0.014  | ----          | ----   | ----         | ----  | <b>2.203</b> | 0.055 | ----         | ----  | <b>2.095</b> | 0.099  | ----          | ----  |

#### SULFUR + IRON METABOLISM

|          |                                |              |       |      |      |              |       |              |       |              |       |              |       |               |       |
|----------|--------------------------------|--------------|-------|------|------|--------------|-------|--------------|-------|--------------|-------|--------------|-------|---------------|-------|
| NCU03536 | Cys3                           | ----         | ----  | ---- | ---- | <b>3.257</b> | 0.008 | ----         | ----  | ----         | ----  | ----         | ----  | <b>-2.106</b> | 0.122 |
| NCU06041 | Aryl sulfatase 1               | <b>3.137</b> | 0.124 | ---- | ---- | <b>4.056</b> | 0.038 | ----         | ----  | <b>1.667</b> | 0.036 | <b>2.303</b> | 0.128 | ----          | ----  |
| NCU06625 | Cysteine dioxygenase           | <b>2.070</b> | 0.148 | ---- | ---- | ----         | ----  | <b>2.170</b> | 0.023 | ----         | ----  | <b>2.015</b> | 0.064 | <b>1.301</b>  | 0.101 |
| NCU10020 | Methionine synthase            | <b>2.703</b> | 0.112 | ---- | ---- | ----         | ----  | <b>1.388</b> | 0.133 | ----         | ----  | <b>2.159</b> | 0.053 | ----          | ----  |
| NCU06616 | SAM-dep methyltransferase      | <b>3.063</b> | 0.059 | ---- | ---- | <b>2.516</b> | 0.035 | ----         | ----  | ----         | ----  | <b>2.153</b> | 0.091 | ----          | ----  |
| NCU00829 | Ferric reductase               | ----         | ----  | ---- | ---- | ----         | ----  | <b>2.228</b> | 0.033 | ----         | ----  | ----         | ----  | <b>2.064</b>  | 0.024 |
| NCU00876 | Ferric reductase component     | <b>3.161</b> | 0.050 | ---- | ---- | <b>1.778</b> | 0.112 | ----         | ----  | ----         | ----  | ----         | ----  | ----          | ----  |
| NCU05778 | Iron-sulfur cluster assembly 1 | ----         | ----  | ---- | ---- | <b>1.818</b> | 0.069 | ----         | ----  | ----         | ----  | <b>1.707</b> | 0.138 | ----          | ----  |

#### NITROGEN METABOLISM

|          |                           |              |       |               |       |              |       |              |       |              |       |              |       |               |       |
|----------|---------------------------|--------------|-------|---------------|-------|--------------|-------|--------------|-------|--------------|-------|--------------|-------|---------------|-------|
| NCU04158 | Nmr                       | ----         | ----  | ----          | ----  | ----         | ----  | <b>1.785</b> | 0.055 | ----         | ----  | ----         | ----  | ----          | ----  |
| NCU00461 | Glutamate dehydrogenase 1 | ----         | ----  | ----          | ----  | <b>1.414</b> | 0.141 | <b>4.257</b> | 0.047 | ----         | ----  | <b>2.014</b> | 0.093 | ----          | ----  |
| NCU03648 | Glutaminase A             | <b>3.957</b> | 0.039 | <b>-2.450</b> | 0.090 | <b>1.445</b> | 0.123 | <b>4.001</b> | 0.001 | ----         | ----  | <b>2.997</b> | 0.014 | ----          | ----  |
| NCU01106 | L-Amino acid oxidase      | <b>4.321</b> | 0.023 | <b>-2.435</b> | 0.036 | ----         | ----  | ----         | ----  | ----         | ----  | ----         | ----  | ----          | ----  |
| NCU07309 | Guanine deaminase         | ----         | ----  | <b>2.798</b>  | 0.018 | <b>2.928</b> | 0.016 | ----         | ----  | <b>1.922</b> | 0.017 | ----         | ----  | <b>-2.708</b> | 0.004 |
| NCU02296 | Allantoinase 1            | ----         | ----  | ----          | ----  | <b>1.922</b> | 0.045 | ----         | ----  | <b>1.933</b> | 0.005 | <b>2.139</b> | 0.056 | ----          | ----  |
| NCU02084 | Arginase                  | ----         | ----  | ----          | ----  | ----         | ----  | ----         | ----  | <b>1.936</b> | 0.008 | <b>2.025</b> | 0.109 | <b>2.268</b>  | 0.014 |
| NCU11320 | Agmatinase                | ----         | ----  | ----          | ----  | ----         | ----  | <b>1.649</b> | 0.115 | ----         | ----  | <b>2.403</b> | 0.045 | <b>2.417</b>  | 0.008 |
| NCU01348 | Agmatinase                | ----         | ----  | ----          | ----  | ----         | ----  | ----         | ----  | <b>3.609</b> | 0.003 | <b>5.528</b> | 0.134 | <b>3.772</b>  | 0.009 |

#### LIPIDS

|          |                                  |              |       |               |       |              |       |              |       |               |       |              |       |               |       |
|----------|----------------------------------|--------------|-------|---------------|-------|--------------|-------|--------------|-------|---------------|-------|--------------|-------|---------------|-------|
| NCU10506 | Fgl2 Triacylglycerol lipase      | <b>4.162</b> | 0.019 | ----          | ----  | <b>2.345</b> | 0.028 | <b>2.941</b> | 0.011 | ----          | ----  | <b>2.761</b> | 0.024 | ----          | ----  |
| NCU04475 | Lipase B                         | <b>3.932</b> | 0.025 | ----          | ----  | <b>2.592</b> | 0.045 | <b>2.915</b> | 0.028 | ----          | ----  | <b>3.321</b> | 0.020 | ----          | ----  |
| NCU01747 | Gde1                             | ----         | ----  | ----          | ----  | ----         | ----  | <b>2.376</b> | 0.019 | ----          | ----  | <b>1.771</b> | 0.106 | <b>1.230</b>  | 0.134 |
| NCU10400 | PldA Phospholipase               | <b>3.312</b> | 0.037 | <b>-1.992</b> | 0.072 | ----         | ----  | ----         | ----  | ----          | ----  | ----         | ----  | <b>-2.379</b> | 0.009 |
| NCU09692 | Phosphatidic acid phosphatase su | <b>6.043</b> | 0.004 | <b>-2.655</b> | 0.026 | <b>3.326</b> | 0.016 | <b>2.342</b> | 0.083 | <b>-1.965</b> | 0.013 | ----         | ----  | <b>-3.368</b> | 0.001 |
| NCU00292 | Cholinesterase                   | <b>3.070</b> | 0.066 | <b>-2.254</b> | 0.050 | ----         | ----  | <b>2.960</b> | 0.026 | ----          | ----  | <b>3.139</b> | 0.029 | <b>1.796</b>  | 0.046 |
| NCU02070 | Pex2                             | ----         | ----  | ----          | ----  | ----         | ----  | ----         | ----  | <b>1.224</b>  | 0.062 | <b>1.885</b> | 0.090 | ----          | ----  |

|                          |                                   |              |       |               |       |              |       |               |       |               |       |              |       |               |       |
|--------------------------|-----------------------------------|--------------|-------|---------------|-------|--------------|-------|---------------|-------|---------------|-------|--------------|-------|---------------|-------|
| NCU08058                 | 3-Hydroxyacyl-CoA DH              | <b>2.730</b> | 0.110 | ----          | ----  | ----         | ----  | ----          | ----  | <b>1.212</b>  | 0.089 | <b>3.031</b> | 0.041 | <b>1.261</b>  | 0.154 |
| NCU04721                 | Neutral ceramidase                |              |       | ----          | ----  | ----         | ----  | ----          | ----  | <b>2.666</b>  | 0.000 | <b>1.978</b> | 0.078 | <b>2.034</b>  | 0.018 |
| NCU10359                 | Neutral ceramidase                | <b>6.108</b> | 0.010 | ----          | ----  | <b>3.977</b> | 0.016 | ----          | ----  | ----          | ----  | <b>2.663</b> | 0.090 | <b>-1.427</b> | 0.108 |
| NCU04923                 | Glycerol dehydrogenase-1          |              |       | ----          | ----  | <b>1.754</b> | 0.064 | <b>-2.068</b> | 0.037 | <b>2.090</b>  | 0.003 | ----         | ----  | <b>-1.910</b> | 0.028 |
| NCU04510                 | Glycerol dehydrogenase-3          | <b>3.583</b> | 0.052 | ----          | ----  | <b>1.603</b> | 0.090 | <b>2.197</b>  | 0.021 | ----          | ----  | <b>1.676</b> | 0.121 |               |       |
| NCU06005                 | Glycerol kinase                   | <b>2.372</b> | 0.135 | ----          | ----  | <b>2.512</b> | 0.012 | <b>2.351</b>  | 0.016 | <b>-1.305</b> | 0.049 | ----         | ----  | <b>-1.765</b> | 0.046 |
| NCU05454                 | Glycerol 3-P dehydrogenase        | <b>2.937</b> | 0.094 | ----          | ----  | ----         | ----  | <b>2.481</b>  | 0.015 | ----          | ----  | <b>1.682</b> | 0.110 | ----          | ----  |
| <b>VESICULAR SORTING</b> |                                   |              |       |               |       |              |       |               |       |               |       |              |       |               |       |
| NCU03889                 | SNARE                             | ----         | ----  | ----          | ----  | <b>2.474</b> | 0.058 | ----          | ----  | <b>2.101</b>  | 0.021 | <b>2.224</b> | 0.140 | ----          | ----  |
| NCU07023                 | LAlv9 family                      | ----         | ----  | ----          | ----  | <b>1.559</b> | 0.092 | ----          | ----  | <b>1.427</b>  | 0.026 | <b>1.600</b> | 0.131 | ----          | ----  |
| NCU10034                 | Get1 retrograde vesicle transport | ----         | ----  | ----          | ----  | <b>1.525</b> | 0.100 | ----          | ----  | <b>1.380</b>  | 0.040 | <b>2.413</b> | 0.036 | ----          | ----  |
| NCU09432                 | SNARE-dependent exocytosis        | ----         | ----  | ----          | ----  | ----         | ----  | ----          | ----  | <b>1.281</b>  | 0.046 | <b>2.380</b> | 0.031 | <b>1.223</b>  | 0.125 |
| <b>CELL WALL</b>         |                                   |              |       |               |       |              |       |               |       |               |       |              |       |               |       |
| NCU05268                 | Chitin synthase-6                 | <b>5.939</b> | 0.004 | ----          | ----  | <b>6.020</b> | 0.000 | <b>4.201</b>  | 0.004 | <b>1.823</b>  | 0.007 | <b>6.028</b> | 0.000 | ----          | ----  |
| NCU12033                 | Class III chitinase               | <b>4.311</b> | 0.023 | ----          | ----  | <b>3.293</b> | 0.023 | <b>3.216</b>  | 0.032 | <b>1.679</b>  | 0.016 | <b>4.899</b> | 0.007 | ----          | ----  |
| NCU08907                 | cCg13/Non-anchored cell wall 7    | <b>7.368</b> | 0.006 | <b>-3.482</b> | 0.006 | <b>3.824</b> | 0.015 | <b>5.221</b>  | 0.030 | <b>1.861</b>  | 0.008 | <b>7.086</b> | 0.031 | <b>1.241</b>  | 0.134 |
| NCU07817                 | Non-anchored cell wall-3          | <b>3.113</b> | 0.049 | ----          | ----  | <b>3.338</b> | 0.002 | <b>3.123</b>  | 0.007 | <b>1.592</b>  | 0.017 | <b>4.717</b> | 0.001 | ----          | ----  |
| NCU00247                 | Chitin synthesis regulation       | <b>6.467</b> | 0.014 | ----          | ----  | <b>5.742</b> | 0.008 | <b>2.622</b>  | 0.098 | <b>3.026</b>  | 0.000 | <b>5.652</b> | 0.012 | ----          | ----  |
| NCU04189                 | Cot2                              | ----         | ----  | ----          | ----  | <b>1.834</b> | 0.056 | ----          | ----  | <b>2.088</b>  | 0.003 | <b>1.747</b> | 0.115 | ----          | ----  |
| <b>CELL CYCLE</b>        |                                   |              |       |               |       |              |       |               |       |               |       |              |       |               |       |
| NCU00472                 | Cdc37, Hsp90-binding              | ----         | ----  | ----          | ----  | <b>2.273</b> | 0.027 | ----          | ----  | ----          | ----  | <b>1.786</b> | 0.126 | ----          | ----  |

# Supplementary material for: Glucose Starvation Alters Heat Shock Response, Leading to Death of Wild Type Cells and Survival of MAP Kinase Signaling Mutant
**Source:** PLoS One. 2016 Nov 21;11(11):e0165980. doi: 10.1371/journal.pone.0165980
**Supplement:** S2 Table

S2 Table. Log<sub>2</sub> Downregulated RNA Ratios

| NCU#                    | Encoded Protein               | WT     |       |        |       |        |       | OS2    |       |        |       |        |       | DS     |       |  |
|-------------------------|-------------------------------|--------|-------|--------|-------|--------|-------|--------|-------|--------|-------|--------|-------|--------|-------|--|
|                         |                               | HS/30  | p val | DS/HS  | p val | DS/30  | p val | HS/30  | p val | DS/HS  | p val | DS/30  | p val | os2/wt | p val |  |
| RIBOSOMES               |                               |        |       |        |       |        |       |        |       |        |       |        |       |        |       |  |
| NCU06661                | 60S ribosomal protein L22     | -5.944 | 0.055 | 3.626  | 0.019 | -2.381 | 0.054 | -3.330 | 0.134 | ----   | ----  | -4.477 | 0.062 | -1.813 | 0.058 |  |
| NCU05599                | 40S ribosomal protein S28     | -4.974 | 0.056 | 3.873  | 0.028 | ----   | ----  | -2.938 | 0.102 | ----   | ----  | -3.159 | 0.086 | -1.761 | 0.092 |  |
| NCU09094                | Ipi-1 pre-rRNA-processing     | -3.445 | 0.048 | 3.488  | 0.006 | ----   | ----  | ----   | ----  | -1.818 | 0.011 | -1.907 | 0.116 | -1.554 | 0.072 |  |
| GLYCOLYSIS              |                               |        |       |        |       |        |       |        |       |        |       |        |       |        |       |  |
| NCU02252                | Emp6 Phosphoglycerate mutase  | -4.397 | 0.019 | 3.846  | 0.006 | ----   | ----  | -1.998 | 0.052 | ----   | ----  | -2.086 | 0.070 | -1.705 | 0.047 |  |
| NCU09489                | Phosphoglycerate mutase       | ----   | ----  | ----   | ----  | -2.027 | 0.094 | ----   | ----  | -1.708 | 0.057 | -2.976 | 0.046 | ----   | ----  |  |
| NCU00720                | Tca17 L-lactate dehydrogenase | -3.450 | 0.034 | 3.974  | 0.004 | ----   | ----  | ----   | ----  | ----   | ----  | -1.604 | 0.125 | -2.245 | 0.009 |  |
| PENTOSE PHOSPHATE PATH  |                               |        |       |        |       |        |       |        |       |        |       |        |       |        |       |  |
| NCU06142                | Transaldolase                 | ----   | ----  | ----   | ----  | ----   | ----  | -3.676 | 0.008 | ----   | ----  | -2.411 | 0.051 | -2.211 | 0.013 |  |
| TCA CYCLE               |                               |        |       |        |       |        |       |        |       |        |       |        |       |        |       |  |
| NCU06482                | Ace2 pyruvate DH E1 α su      | -3.339 | 0.080 | 3.264  | 0.038 | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  |  |
| NCU03004                | Ace3 pyruvate DH E1 comp      | -3.968 | 0.036 | 3.321  | 0.013 | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  |  |
| NCU01692                | Citrate synthase              | -3.149 | 0.124 | 2.897  | 0.068 | ----   | ----  | -1.924 | 0.111 | ----   | ----  | ----   | ----  | -1.489 | 0.148 |  |
| NCU04899                | Tca15 Malate dehydrogenase    | -3.006 | 0.096 | 4.010  | 0.035 | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  |  |
| MITOCHONDRIA            |                               |        |       |        |       |        |       |        |       |        |       |        |       |        |       |  |
| NCU01808                | Cyc1 Cytochrome c             | -4.067 | 0.086 | 5.165  | 0.051 | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  |  |
| NCU03340                | Cytochrome-c oxidase su VIIc  | -2.088 | 0.156 | 3.267  | 0.025 | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  | -1.927 | 0.035 |  |
| NCU06695                | Cytochrome c oxidase su 6     | ----   | ----  | 2.438  | 0.056 | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  | -1.589 | 0.070 |  |
| NCU01606                | ATP synthase su 5             | -2.707 | 0.108 | 2.755  | 0.045 | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  |  |
| NCU16844                | Cytochrome b-c1 complex su    | -2.518 | 0.116 | 3.654  | 0.030 | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  | -1.814 | 0.075 |  |
| NCU09816                | Cyt26 b-c1 complex            | -3.244 | 0.072 | 2.737  | 0.042 | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  | -1.282 | 0.146 |  |
| NCU02217                | Cox23 Cyt c oxidase assembly  | ----   | ----  | ----   | ----  | -2.317 | 0.042 | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  |  |
| ALTERNATIVE OXIDOREDUCT |                               |        |       |        |       |        |       |        |       |        |       |        |       |        |       |  |
| NCU07953                | Aod-1                         | ----   | ----  | ----   | ----  | ----   | ----  | ----   | ----  | -2.174 | 0.002 | ----   | ----  | ----   | ----  |  |
| OXIDATIVE/NITRO STRESS  |                               |        |       |        |       |        |       |        |       |        |       |        |       |        |       |  |
| NCU10051                | Yhb1-like NO reductase        | -2.930 | 0.081 | 3.049  | 0.036 | ----   | ----  | -2.644 | 0.017 | 2.348  | 0.001 | ----   | ----  | ----   | ----  |  |
| AUTOPHAGY               |                               |        |       |        |       |        |       |        |       |        |       |        |       |        |       |  |
| NCU06666                | Inositol 3-phosphate synthase | -4.431 | 0.045 | 4.2047 | 0.022 | ----   | ----  | -2.428 | 0.053 | ----   | ----  | ----   | ----  | -1.819 | 0.085 |  |
| PROGRAMMED CELL DEATH   |                               |        |       |        |       |        |       |        |       |        |       |        |       |        |       |  |
| NCU04452                | Mig3/Oye2 NADPH2 DH           | ----   | ----  | 2.279  | 0.048 | ----   | ----  | -1.543 | 0.093 | 1.106  | 0.090 | ----   | ----  | -1.202 | 0.128 |  |

|          |      |        |       |       |       |        |        |        |       |      |      |        |        |        |       |
|----------|------|--------|-------|-------|-------|--------|--------|--------|-------|------|------|--------|--------|--------|-------|
| NCU03725 | Vib1 | -2.699 | 0.066 | 2.658 | 0.017 | ----   | ----   | ----   | ----  | ---- | ---- | -1.626 | 0.1186 | -1.428 | 0.075 |
| NCU03494 | Pinc | -4.125 | 0.041 | 2.928 | 0.027 | ----   | ----   | -5.582 | 0.021 | ---- | ---- | -4.335 | 0.016  | -2.838 | 0.011 |
| NCU04453 | Tol  | ----   | ----  | ----  | ----  | -1.572 | 0.1373 | -2.414 | 0.036 | ---- | ---- | -2.491 | 0.045  | ----   | ----  |

## SIGNALING

|          |                                |               |       |               |       |      |      |               |       |      |      |               |       |               |       |
|----------|--------------------------------|---------------|-------|---------------|-------|------|------|---------------|-------|------|------|---------------|-------|---------------|-------|
| NCU09842 | Mak1 MAPK                      | <b>-4.117</b> | 0.030 | <b>4.346</b>  | 0.009 | ---- | ---- | <b>-1.594</b> | 0.142 | ---- | ---- | ----          | ----  | <b>-2.069</b> | 0.036 |
| NCU06419 | Mek1 MAPKK                     | <b>-2.628</b> | 0.106 | <b>1.8114</b> | 0.112 | ---- | ---- | <b>-2.034</b> | 0.031 | ---- | ---- | <b>-2.290</b> | 0.038 | <b>-2.021</b> | 0.016 |
| NCU08008 | Cyclase-associated protein CAP | ----          | ----  | <b>2.657</b>  | 0.037 | ---- | ---- | ----          | ----  | ---- | ---- | ----          | ----  | <b>-1.843</b> | 0.038 |
| NCU06948 | Calmodulin-like EF-hand        | <b>-2.848</b> | 0.145 | <b>3.563</b>  | 0.016 | ---- | ---- | <b>-2.713</b> | 0.041 | ---- | ---- | ----          | ----  | <b>-2.471</b> | 0.012 |
| NCU05810 | Cpc2                           | <b>-5.106</b> | 0.083 | <b>4.199</b>  | 0.034 | ---- | ---- | <b>-2.832</b> | 0.104 | ---- | ---- | <b>-2.918</b> | 0.102 | <b>-2.236</b> | 0.064 |

## DETOXIFICATION

|                                      |               |       |      |      |      |      |               |       |      |      |               |       |               |       |
|--------------------------------------|---------------|-------|------|------|------|------|---------------|-------|------|------|---------------|-------|---------------|-------|
| NCU00028 S-(OHmethyl)glutathione DH  | <b>-2.664</b> | 0.076 | ---- | ---- | ---- | ---- | <b>-1.862</b> | 0.045 | ---- | ---- | <b>-1.985</b> | 0.067 | <b>-1.985</b> | 0.017 |
| NCU01157 Glu-Cys ligase catalytic su | <b>-2.338</b> | 0.110 | ---- | ---- | ---- | ---- | <b>-1.560</b> | 0.086 | ---- | ---- | <b>-2.510</b> | 0.029 | <b>-1.382</b> | 0.093 |

## SULFUR METABOLISM

|          |                                       |               |       |              |       |               |       |               |       |               |       |               |       |               |       |
|----------|---------------------------------------|---------------|-------|--------------|-------|---------------|-------|---------------|-------|---------------|-------|---------------|-------|---------------|-------|
| NCU06055 | Extracellular alkaline protease       | <b>-4.679</b> | 0.013 | <b>3.267</b> | 0.005 | <b>-1.474</b> | 0.116 | <b>-5.235</b> | 0.000 | ----          | ----  | <b>-4.246</b> | 0.001 | <b>-3.028</b> | 0.001 |
| NCU03247 | TauD                                  | <b>-3.083</b> | 0.053 | ----         | ----  | <b>-1.959</b> | 0.057 | <b>-3.612</b> | 0.007 | ----          | ----  | <b>-3.901</b> | 0.006 | <b>-2.109</b> | 0.025 |
| NCU01057 | TauD                                  | <b>-3.475</b> | 0.081 | <b>4.114</b> | 0.007 | ----          | ----  | <b>-1.921</b> | 0.124 | <b>1.500</b>  | 0.046 | ----          | ----  | ----          | ----  |
| NCU04433 | Cys14 sulfate permease II             | <b>-3.580</b> | 0.035 | <b>1.860</b> | 0.101 | <b>-1.782</b> | 0.072 | <b>-2.714</b> | 0.009 | ----          | ----  | <b>-3.217</b> | 0.009 | ----          | ----  |
| NCU03235 | Sulfate permease II                   | <b>-2.416</b> | 0.118 | ----         | ----  | <b>-1.844</b> | 0.080 | <b>-2.864</b> | 0.018 | ----          | ----  | <b>-3.202</b> | 0.018 | <b>-1.513</b> | 0.096 |
| NCU01985 | Cys11 Sulfate adenylyltransf          | <b>-4.420</b> | 0.021 | <b>2.707</b> | 0.021 | <b>-1.774</b> | 0.071 | <b>-3.234</b> | 0.007 | ----          | ----  | <b>-3.349</b> | 0.010 | <b>-1.571</b> | 0.054 |
| NCU02005 | P-adenosine P-sulfate reductase       | ----          | ----  | ----         | ----  | ----          | ----  | ----          | ----  | <b>2.113</b>  | 0.012 | ----          | ----  | ----          | ----  |
| NCU02430 | Met7 Cystathionine $\gamma$ -synthase | ----          | ----  | ----         | ----  | ----          | ----  | ----          | ----  | <b>-1.469</b> | 0.022 | <b>-2.223</b> | 0.046 | <b>-1.179</b> | 0.134 |
| NCU08434 | Met6                                  | <b>-4.057</b> | 0.024 | <b>3.492</b> | 0.008 | ----          | ----  | <b>-2.282</b> | 0.021 | ----          | ----  | <b>-2.539</b> | 0.026 | <b>-2.332</b> | 0.008 |
| NCU09230 | Cys16 Cystathionine $\gamma$ -lyase   | <b>-2.177</b> | 0.150 | <b>1.977</b> | 0.073 | ----          | ----  | <b>-1.930</b> | 0.048 | ----          | ----  | <b>-1.818</b> | 0.099 | ----          | ----  |
| NCU02657 | Eth1 S-adenosylmeth synth             | <b>-4.034</b> | 0.062 | <b>3.317</b> | 0.034 | ----          | ----  | <b>-2.152</b> | 0.099 | ----          | ----  | <b>-2.329</b> | 0.101 | <b>-1.699</b> | 0.086 |

## NITROGEN METABOLISM

|          |                                |               |       |              |       |               |       |               |       |              |       |               |       |               |       |
|----------|--------------------------------|---------------|-------|--------------|-------|---------------|-------|---------------|-------|--------------|-------|---------------|-------|---------------|-------|
| NCU05994 | TamA                           | ----          | ----  | <b>1.749</b> | 0.103 | ----          | ----  | <b>-2.064</b> | 0.036 | <b>1.508</b> | 0.026 | ----          | ----  | <b>-1.115</b> | 0.151 |
| NCU05298 | Nit3 nitrate reductase         | <b>-3.081</b> | 0.066 | <b>2.179</b> | 0.057 | ----          | ----  | <b>-3.454</b> | 0.002 | <b>3.337</b> | 0.000 | ----          | ----  | ----          | ----  |
| NCU04720 | Nit6 nitrite reductase         | <b>-5.224</b> | 0.011 | <b>4.712</b> | 0.001 | ----          | ----  | <b>-6.042</b> | 0.000 | <b>4.726</b> | 0.000 | ----          | ----  | ----          | ----  |
| NCU01066 | L-Amino acid oxidase           | <b>-3.047</b> | 0.082 | <b>1.982</b> | 0.107 | ----          | ----  | <b>-2.497</b> | 0.045 | <b>3.072</b> | 0.000 | ----          | ----  | <b>1.824</b>  | 0.038 |
| NCU01195 | Am Glutamate dehydrogenase     | <b>-5.765</b> | 0.103 | <b>5.613</b> | 0.042 | ----          | ----  | <b>-5.202</b> | 0.060 | <b>3.242</b> | 0.000 | ----          | ----  | ----          | ----  |
| NCU03257 | Mep1 Ammonium transporter      | <b>-2.328</b> | 0.134 | <b>1.889</b> | 0.101 | ----          | ----  | <b>-2.029</b> | 0.041 | <b>1.211</b> | 0.061 | ----          | ----  | ----          | ----  |
| NCU01065 | Mep2 Ammonium transporter      | ----          | ----  | ----         | ----  | <b>-2.466</b> | 0.107 | <b>-5.105</b> | 0.007 | <b>4.094</b> | 0.000 | ----          | ----  | ----          | ----  |
| NCU07334 | Uracil permease                | ----          | ----  | ----         | ----  | ----          | ----  | <b>-2.391</b> | 0.026 | <b>3.315</b> | 0.000 | ----          | ----  | ----          | ----  |
| NCU09909 | Urea active transporter        | <b>-2.564</b> | 0.109 | <b>1.990</b> | 0.078 | ----          | ----  | <b>-1.972</b> | 0.104 | <b>4.995</b> | 0.000 | <b>3.026</b>  | 0.011 | <b>2.576</b>  | 0.004 |
| NCU07205 | Nit10 Nitrate permease         | ----          | ----  | <b>2.245</b> | 0.066 | ----          | ----  | <b>-1.565</b> | 0.081 | <b>3.466</b> | 0.000 | <b>1.904</b>  | 0.126 | ----          | ----  |
| NCU06918 | Purine permease                | ----          | ----  | ----         | ----  | ----          | ----  | ----          | ----  | <b>2.590</b> | 0.000 | <b>2.456</b>  | 0.027 | <b>2.404</b>  | 0.005 |
| NCU02629 | Ad5 Bifunctional purine biosyn | <b>-4.988</b> | 0.016 | <b>3.481</b> | 0.004 | <b>-1.569</b> | 0.111 | <b>-2.301</b> | 0.032 | ----         | ----  | <b>-3.017</b> | 0.019 | <b>-1.513</b> | 0.062 |
| NCU06187 | Ad4 Adenylosuccinate lyase     | <b>-3.663</b> | 0.027 | <b>2.641</b> | 0.019 | ----          | ----  | ----          | ----  | ----         | ----  | <b>-2.715</b> | 0.018 | <b>-1.714</b> | 0.038 |
| NCU09789 | Ad8 Adenylosuccinate synthet   | <b>-2.983</b> | 0.080 | ----         | ----  | <b>-1.911</b> | 0.049 | ----          | ----  | ----         | ----  | <b>-1.780</b> | 0.123 | ----          | ----  |
| NCU08162 | Arg10 Arginosuccinate lyase    | <b>-3.552</b> | 0.043 | ----         | ----  | <b>-2.216</b> | 0.024 | ----          | ----  | ----         | ----  | ----          | ----  | <b>1.496</b>  | 0.070 |

|                                           |               |       |              |       |               |       |               |       |               |       |               |       |               |       |
|-------------------------------------------|---------------|-------|--------------|-------|---------------|-------|---------------|-------|---------------|-------|---------------|-------|---------------|-------|
| NCU07732 Arg2 Carbamoyl-P synthase su     | ----          | ----  | ----         | ----  | <b>-1.736</b> | 0.072 | ----          | ----  | ----          | ----  | ----          | ----  | ----          | ----  |
| NCU01271 Spe1 Ornithine decarboxylase     | <b>-2.719</b> | 0.109 | ----         | ----  | ----          | ----  | ----          | ----  | ----          | ----  | ----          | ----  | ----          | ----  |
| NCU01083 Spe2 S-Adenosylmet decarbox      | <b>-3.326</b> | 0.040 | <b>2.452</b> | 0.031 | ----          | ----  | <b>-1.361</b> | 0.121 | ----          | ----  | <b>-2.250</b> | 0.044 | <b>-1.235</b> | 0.126 |
| NCU06727 Spe3 Spermidine synthase         | <b>-3.831</b> | 0.056 | <b>2.440</b> | 0.052 | <b>-1.453</b> | 0.158 | ----          | ----  | ----          | ----  | <b>-2.438</b> | 0.074 | ----          | ----  |
| NCU03963 Nic7 MTAP                        | <b>-4.907</b> | 0.010 | <b>4.276</b> | 0.001 | ----          | ----  | <b>-2.138</b> | 0.024 | ----          | ----  | <b>-2.536</b> | 0.027 | <b>-1.526</b> | 0.064 |
| <b>LIPIDS</b>                             |               |       |              |       |               |       |               |       |               |       |               |       |               |       |
| NCU07308 Cel1 Chain elongation-1          | <b>-4.184</b> | 0.028 | <b>3.236</b> | 0.014 | ----          | ----  | ----          | ----  | <b>-1.307</b> | 0.046 | <b>-2.150</b> | 0.088 | ----          | ----  |
| NCU07307 Cel2 Chain elongation-2          | <b>-4.808</b> | 0.023 | <b>4.171</b> | 0.007 | ----          | ----  | ----          | ----  | ----          | ----  | ----          | ----  | ----          | ----  |
| NCU08976 Fatty acid elongase              | <b>-4.250</b> | 0.024 | <b>2.932</b> | 0.013 | <b>-1.379</b> | 0.156 | <b>-1.592</b> | 0.109 | ----          | ----  | <b>-2.743</b> | 0.021 | <b>-1.620</b> | 0.046 |
| NCU04156 Erg1 C-8 Sterol isomerase        | <b>-4.132</b> | 0.021 | <b>4.266</b> | 0.004 | ----          | ----  | <b>-2.405</b> | 0.020 | ----          | ----  | <b>-1.652</b> | 0.144 | <b>-1.547</b> | 0.079 |
| NCU03006 Erg4 Sterol 24-C-methyltrans     | <b>-2.770</b> | 0.077 | <b>2.990</b> | 0.020 | ----          | ----  | <b>-2.322</b> | 0.017 | <b>1.643</b>  | 0.013 | ----          | ----  | ----          | ----  |
| NCU04461 Erg28-like                       | <b>-3.906</b> | 0.087 | <b>2.936</b> | 0.058 | ----          | ----  | <b>-2.349</b> | 0.040 | ----          | ----  | <b>-2.890</b> | 0.029 | <b>-2.100</b> | 0.034 |
| NCU09497 Bifunctional D12/D15 FA desat    | <b>-6.640</b> | 0.004 | <b>3.861</b> | 0.002 | <b>-2.841</b> | 0.007 | <b>-4.734</b> | 0.001 | ----          | ----  | <b>-5.312</b> | 0.001 | <b>-2.475</b> | 0.005 |
| NCU02209 Oleate D12 desaturase            | <b>-5.616</b> | 0.014 | <b>3.714</b> | 0.003 | <b>-1.964</b> | 0.055 | ----          | ----  | <b>-1.462</b> | 0.027 | <b>-2.849</b> | 0.034 | ----          | ----  |
| NCU02408 Fatty acid desaturase            | ----          | ----  | ----         | ----  | <b>-1.930</b> | 0.054 | ----          | ----  | ----          | ----  | <b>-1.810</b> | 0.106 | ----          | ----  |
| NCU09858 Acylamide-D3(E)-desaturase       | ----          | ----  | ----         | ----  | ----          | ----  | <b>-3.451</b> | 0.020 | ----          | ----  | <b>-3.020</b> | 0.053 | <b>-1.462</b> | 0.138 |
| NCU02468 Lac1 Longevity-assurance prot    | <b>-3.203</b> | 0.049 | ----         | ----  | <b>-2.234</b> | 0.022 | <b>-1.647</b> | 0.077 | ----          | ----  | <b>-2.453</b> | 0.032 | ----          | ----  |
| NCU00008 Lass1 Longevity-assurance prot 1 | <b>-2.902</b> | 0.065 | ----         | ----  | <b>-1.820</b> | 0.068 | <b>-1.856</b> | 0.053 | ----          | ----  | <b>-2.063</b> | 0.070 | ----          | ----  |
| NCU01116 Ceramide glucosyl transferase    | ----          | ----  | ----         | ----  | ----          | ----  | ----          | ----  | <b>1.504</b>  | 0.031 | ----          | ----  | <b>1.290</b>  | 0.130 |
| NCU06342 Phospholipase D                  | <b>-3.101</b> | 0.048 | ----         | ----  | <b>-1.778</b> | 0.061 | <b>-1.749</b> | 0.053 | ----          | ----  | <b>-2.194</b> | 0.044 | ----          | ----  |
| NCU03068 Pdx3 Glycerol-3-P phosphatase 1  | <b>-2.246</b> | 0.134 | <b>2.743</b> | 0.016 | ----          | ----  | ----          | ----  | ----          | ----  | ----          | ----  | <b>-1.210</b> | 0.132 |
| NCU03176 Choline kinase                   | ----          | ----  | ----         | ----  | ----          | ----  | <b>-2.113</b> | 0.045 | ----          | ----  | <b>-2.615</b> | 0.032 | <b>-1.371</b> | 0.120 |
| <b>CELL WALL</b>                          |               |       |              |       |               |       |               |       |               |       |               |       |               |       |
| NCU08457 Eas/Ccg2                         | <b>-3.313</b> | 0.052 | <b>3.781</b> | 0.015 | ----          | ----  | <b>-6.194</b> | 0.000 | <b>4.176</b>  | 0.000 | <b>-2.015</b> | 0.111 | <b>-1.581</b> | 0.089 |
| NCU03013 Anchored cell wall protein 10    | <b>-5.399</b> | 0.014 | <b>5.506</b> | 0.004 | ----          | ----  | <b>-4.369</b> | 0.002 | <b>2.170</b>  | 0.002 | <b>-2.196</b> | 0.078 | <b>-2.609</b> | 0.019 |

# Supplementary material for: Glucose Starvation Alters Heat Shock Response, Leading to Death of Wild Type Cells and Survival of MAP Kinase Signaling Mutant
**Source:** PLoS One. 2016 Nov 21;11(11):e0165980. doi: 10.1371/journal.pone.0165980
**Supplement:** S3 Table

S3 TABLE. iTRAQ Ratios os2/wt DS

| NCU#                                | Protein                           | os2/wt | p value  | NCU#                               | Protein                             | os2/wt | p value  |
|-------------------------------------|-----------------------------------|--------|----------|------------------------------------|-------------------------------------|--------|----------|
| <b>FERMENTATION</b>                 |                                   |        |          | <b>CYTOSKELETON &amp; VESICLES</b> |                                     |        |          |
| NCU02193                            | Pyruvate Decarboxylase            | 1.27   | 0.019    | NCU04244                           | Syntaxin 2                          | 1.27   | 0.041    |
| NCU02476                            | Alcohol DH III                    | 4.59   | 0.000    | NCU09243                           | Sec-9-Like                          | 1.22   | 0.141    |
| NCU09285                            | Zn-Alcohol DH                     | 1.30   | 1.82E-07 | NCU08092                           | Nipsnap Family                      | 1.16   | 0.172    |
| NCU08402                            | Zn-Alcohol DH                     | 1.16   | 0.028    | NCU03387                           | Sec18                               | 1.11   | 0.164    |
| NCU01754                            | Alcohol DH I                      | 0.87   | 0.007    | NCU05234                           | Ypt6-Like GTPase                    | 1.13   | 0.123    |
| NCU04823                            | NADP-Alcohol DH C                 | 0.52   | 5.80E-08 | NCU07319                           | COP1 Coatomer $\beta$               | 0.92   | 0.08     |
|                                     |                                   |        |          | NCU02538                           | COP1 Coatomer $\zeta$               | 0.87   | 0.119    |
| <b>GLYCOGEN</b>                     |                                   |        |          | NCU02510                           | Clathrin Heavy Chain                | 0.91   | 0.002    |
| NCU07027                            | Glycogen Phosphorylase            | 1.15   | 0.000    | NCU04115                           | Clathrin Light Chain                | 0.9    | 0.182    |
| NCU00743                            | Glycogen Debranching Enz          | 1.14   | 0.000    | NCU03800                           | Endosomal Cargo Receptor            | 0.82   | 0.089    |
| NCU08131                            | $\alpha$ -Amylase                 | 1.37   | 0.002    | NCU01587                           | Cofilin                             | 0.9    | 0.057    |
|                                     |                                   |        |          | NCU10777                           | GMF Family                          | 0.89   | 0.099    |
| <b>DETOXIFICATION</b>               |                                   |        |          | NCU07010                           | Asp1                                | 0.85   | 0.154    |
| NCU04368                            | Gst3 Glutathione S-transferase    | 0.75   | 1.51E-05 | NCU02455                           | FKBP22                              | 0.78   | 0.015    |
| NCU04676                            | Glutathione S-transferase         | 0.61   | 0.002    | NCU08897                           | Sec61 $\alpha$                      | 0.88   | 0.134    |
| NCU02888                            | Glutathione Transferase Domain    | 1.16   | 0.02     | NCU06702                           | Yop1                                | 0.88   | 0.105    |
| NCU04569                            | 5-Oxoprolinase                    | 0.69   | 1.85E-11 | NCU06361                           | Reticulon-Like                      | 0.77   | 0.002    |
| NCU07153                            | Glutamate Carboxypeptidase        | 0.88   | 0.004    | NCU09132                           | $\alpha$ -Tubulin                   | 0.9    | 0.022    |
| NCU00173                            | Esterase D                        | 0.89   | 0.027    | NCU03306                           | Tubulin-Folding Cofactor A          | 0.9    | 0.176    |
| NCU06652                            | S-OH-Methylglutathione DH         | 0.82   | 0.014    | NCU02459                           | Memo1 Family                        | 0.81   | 0.005    |
| NCU11395                            | S-OH-Methylglutathione DH         | 0.57   | 1.04E-07 |                                    |                                     |        |          |
| NCU03358                            | Ketoreductase                     | 0.86   | 0.019    | <b>CELL WALL</b>                   |                                     |        |          |
| NCU03749                            | OH-Acylglutathione Hydrolase      | 0.86   | 0.012    | NCU04883                           | Chitinase 1                         | 2.41   | 0.022    |
| NCU04815                            | Lactoylglutathione Lyase          | 0.73   | 0.044    | NCU06010                           | Mutanase                            | 1.72   | 0.027    |
| NCU09600                            | Dienelactone Hydrolase            | 0.80   | 0.032    | NCU05404                           | Endoglucanase                       | 1.6    | 0.028    |
| NCU02124                            | Dienelactone Hydrolase            | 0.72   | 1.75E-07 | NCU07974                           | Endoglucanase B                     | 1.37   | 0.002    |
| NCU07127                            | Dienelactone Hydrolase            | 0.61   | 0.002    | NCU07253                           | $\beta$ -Glucanosyltransferase Gel1 | 1.4    | 8.70E-06 |
| NCU03283                            | 2-Keto-4-Penenoate Hydratase      | 0.84   | 0.004    | NCU07366                           | Glucosaminefructose 6-P aminotr     | 1.22   | 0.003    |
| NCU03813                            | Formate DH                        | 0.91   | 0.072    | NCU05974                           | Glucanosyltransferase Mwg1          | 1.15   | 0.009    |
| NCU05883                            | Xenobiotic Mono-Oxygenase         | 3.66   | 0.097    | NCU04189                           | Cot2                                | 1.2    | 0.098    |
| NCU09741                            | NADPH-Cytochrome P450 Red         | 0.82   | 0.017    | NCU05667                           | Acw3                                | 1.51   | 0.016    |
| NCU06327                            | Benzoate 4-Monooxygen P450        | 0.84   | 0.103    | NCU02041                           | Acw11                               | 1.29   | 0.103    |
| NCU07240                            | Aldehyde Reductase                | 0.81   | 0.001    | NCU01902                           | Glucosamine 6-P N-Acetyltransf      | 0.85   | 0.02     |
| NCU08882                            | Dihydrodiol DH                    | 1.16   | 0.009    | NCU04674                           | $\alpha$ -Glucosidase               | 0.65   | 0.008    |
|                                     |                                   |        |          | NCU06871                           | $\beta$ -Glucan Synthase Comp GlS1  | 0.87   | 0.051    |
| <b>LIGHT- &amp; CLOCK-REGULATED</b> |                                   |        |          | NCU06781                           | $\beta$ -Glucanosyltransferase Gel2 | 0.83   | 0.049    |
| NCU07787                            | Ccg14                             | 2.09   | 0.02     | NCU06850                           | $\beta$ -Glucanosyltransferase Gel3 | 0.64   | 0.061    |
| NCU08936                            | Ccg-15, Acw-1                     | 1.22   | 0.003    | NCU03530                           | Acw6                                | 0.49   | 0.111    |
| NCU09559                            | Ccg-9 Trehalose synthase          | 0.68   | 0.017    | NCU02948                           | Ncw4                                | 0.58   | 1.39E-07 |
| NCU07267                            | Bli-3, Pyridoxal Phosphate Biosyn | 0.65   | 2.65E-05 |                                    |                                     |        |          |
| NCU03753                            | Ccg-1 Glucose-Repressible         | 0.63   | 9.09E-05 |                                    |                                     |        |          |
| NCU08699                            | Bli-4                             | 0.42   | 0.001    |                                    |                                     |        |          |

How the deposited data were processed for this re-analysis (not part of the article)

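RNA from wt and os2 was measured by RNAseq in 6 libraries, 1 for each strain at 30°C, in HS (45°C for 2 hr) and in DS (45°C with 0.015% 2-DG for 2 hr). Conidiospores were germinated for 5 hr in medium with 0.05% glucose, and the controls stayed at 30°C for 1 hr more. According to the paper's methods, the authors checked reads with FastQC, aligned them with TopHat to the 74a_12 reference genome and the Broad Institute transcriptome, and estimated FPKM with Cufflinks, and they deposited 1 table of FPKM values per gene and library. The versions of these tools are not stated in the paper's text. The columns sum to between 426267 and 899576, but their median-ratio factors lie between 1.00 and 1.02, so the deposited values are already close to a median-ratio scale between libraries, a step that the paper's text does not state. The authors made their ratios with Cuffdiff and filtered them by p-value, a step that was not repeated here.

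From the deposited FPKM values, log2 ratios between 2 libraries were computed without a pseudocount for genes above 0 in both, in the 9 comparisons HS/30, DS/HS and DS/30 of each strain and os2/wt at 30°C, HS and DS. Genes were counted as changed at 2-fold or more, over the 8098 of 9730 genes with a mean FPKM of at least 1 over the 6 libraries. Samples were grouped by strain and treatment as labelled, and 1 row without an identifier was left out. With 1 library per condition there is no test between conditions, and the precision of a single FPKM value is unknown, since the number of fragments per gene was not used here. The paper's read totals lie between 24858572 and 38445137 per library.

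Gene symbols and neighbouring genes came from a RefSeq table of assembly NC12, which matched 9729 of the 9730 identifiers and gives a symbol for 1118. Names of other genes are those of the paper's tables and text. The table holds no product names, so gene lists were taken by symbol: nuo for complex I, crp for cytosolic ribosomal proteins, rpn, rpt, pca and pcb for the proteasome, vma and vph for the vacuolar ATPase, and hsp for heat shock proteins. Each list's median log2 ratio was placed as a percentile among 10000 random lists of the same size drawn from 20 bins of mean FPKM. A list for autophagy was not made, because only 2 symbols could be found, and none was made for mitochondrial ribosomal proteins. Categories of S1 and S2 Tables, whose genes the study chose on these libraries, were described by counts and medians. Named genes were os-2, each gene that the paper's text names with a transcript ratio or direction, the genes of S1 and S2 Tables, and outside those the 3 largest rises and 3 largest falls in wt HS/30, wt DS/HS and os2/wt DS among genes with a mean FPKM of at least 10, and those behind a statement are printed.

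The iTRAQ os2/wt protein ratios of Table 1 and S3 Table, 231 entries, were taken from the paper as log2 ratios, and entries under the same locus were averaged. For 5 loci these entries are different proteins that the paper's tables print under 1 locus, so their average describes neither, and rho was also computed without them. They were compared with the transcript log2 ratios of DS by Spearman's rho, with 2000 bootstrap draws over proteins. The proteins were measured after 3 hr of DS and the transcripts after 2 hr. Genes near 0 in a strain were those with FPKM below 0.1 in its 3 libraries and of at least 1 in the 3 of the other strain.

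The alternatives were 3 scalings of the columns (to the same total, by the median ratio to the geometric mean over genes above 0 in all libraries, and to the same upper quartile), pseudocounts of 0.1 and 1, no filter on mean FPKM, a mean FPKM of at least 10, only proteins with an iTRAQ p-value of 0.05 or less, only loci printed for 1 protein, and limits of exactly 0 and below 0.5 for genes near 0. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data with Poisson counts, no other variation between libraries, and changes all set past the fold threshold. There, 99.5% of 200 changed genes were recovered in the right direction, and 2 of 7897 unchanged genes passed the fold threshold. Of lists of unchanged genes, 96.0% lay in the central 95% of the random lists. In separate normal draws, 98.0% of the median intervals held the true median. These values check the calculations and give no rate of false changes for the real libraries, whose variation is unknown.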

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

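The tests in this part, on the opposite directions over all genes and on the largest rises, were chosen after the listed genes were seen but before the values of the tests were. A result is listed here when a gene named in the text changed at least 2-fold in opposite directions in wt and os2 under the same comparison, or when a gene outside those the paper discusses, taken from the largest changes, was in a stressed library at least 2-fold above both 30°C controls, a limit that was set after a first listing without it.

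Opposite directions were found for 13 genes. In DS/HS the log2 ratios were 3.18 in wt and -1.04 in os2 for the 60S ribosomal protein gene NCU06661, 3.42 in wt and -1.67 in os2 for Ipi-1 (NCU09094), 3.24 in wt and -1.22 in os2 for cel-1 (NCU07308), 4.09 in wt and -1.02 in os2 for cel-2 (NCU07307), 2.83 in wt and -1.16 in os2 for the fatty acid elongase NCU08976 and 3.71 in wt and -1.52 in os2 for the desaturase NCU02209. The other way round, they were -1.00 in wt and 1.30 in os2 for Atg1 (NCU00188), -2.08 in wt and 1.09 in os2 for Atg17 (NCU08766), -1.61 in wt and 1.93 in os2 for Aod3 (NCU04874) and -1.68 in wt and 1.83 in os2 for catalase 1 (NCU08791). In DS/30 cytochrome c (NCU01808) had 1.10 in wt and -1.06 in os2 and the bc1 subunit gene NCU16844 had 1.10 in wt and -1.04 in os2, and in HS/30 glycerol dehydrogenase 1 (NCU04923) had 1.81 in wt and -2.22 in os2. The difference between the strains was not tested for any of these genes, since each ratio comes from 1 library over 1 other. With the columns scaled to the same total the signs stayed opposite for each of them.

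Over all genes, 720 changed at least 2-fold in DS/HS of both strains, and 313 of these, 43.5%, went opposite ways, 146 up in wt and down in os2 and 167 the reverse. Unrelated directions with the same numbers of rises and falls would give 49.2%. With the columns as deposited, opposite directions were thus no more frequent over these genes than unrelated directions would make them. The lowest percent under the 3 scalings was 37.4%, where unrelated directions would give 45.2%, and among genes with a mean FPKM of at least 10 it was 49.7% against 47.6%. Since noise would also leave the directions unrelated, the scaling of the columns, noise of weakly expressed genes and a difference between the strains cannot be told apart for these genes as a set. Chance differences between single libraries, the os-2 mutation and the strain background, in which os2 and wt also differ, stay open, and no test here tells which of them may lie behind a single gene.

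Among genes outside those the paper discusses, NCU07232 had 1904 FPKM in wt HS against 1.07 in wt and 2.72 in os2 at 30°C, and NCU04267 had 75.7 in wt HS against 0.0605 and 0.0541. NCU00250 had 1207 FPKM in wt HS against 5.33 and 1.16, and NCU04266 had 2646 in wt DS against 15.6 and 3.63. NCU04267, NCU00250 and NCU04266 were far lower in os2 DS, at 0.462, 0.867 and 24.9 FPKM, than in wt DS, at 32.3, 213 and 2646. NCU04266 and NCU04267 lie next to each other on chromosome V, which was looked at after their values were seen. NCU00079 had 79.7 FPKM in wt HS against 0.667 and 2.58, and NCU06526 had 71.2 against 2.85 and 2.10. NCU05277 had 107 FPKM in os2 HS against 4.41 and 29.1. NCU00149 had 79.9 FPKM in os2 HS and 30.2 in wt HS and was listed near 0 in both controls, so no fold is given.

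The 100 genes with the largest rise in wt HS/30 and a mean FPKM of at least 10, of which 12 are in S1 or S2 Table, had a median log2 ratio of 2.87 in os2 HS/30, a comparison that shares no library with the first, over the 97 of them that were above 0 in both os2 libraries. This argues against chance high values in the wt HS library as the source of these rises as a set, and says nothing of a single gene. The response to heat named by the design stays open for the rises, as does the strain background for NCU04267, NCU00250 and NCU04266, which no test here separates from the os-2 mutation.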

How the results depend on the processing

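The alternatives were set before the data were examined, apart from 2 for the transcript and protein ratios, scaling the columns to the same total and leaving out loci printed for different proteins, which were chosen after seeing the data, and no test was added. Each alternative changed 1 choice. A count was taken as unchanged within a factor of 1.5, a median within its 95% binomial confidence interval over genes, rho within a 95% bootstrap interval over proteins, and the log2 ratio of a single gene within 0.58. Of 74 results that answer a comparison, 45 stayed within these limits under each alternative that was run for them. Scaling by the median ratio and a pseudocount of 0.1 took none of them, 72 and 70, outside. No paired analysis was possible because each condition has 1 library.

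Scaling the columns to the same total had the largest effect, taking 23 of these results outside their limits, 4 of them to the other sign. By its construction it adds 1 constant to every log2 ratio of a comparison, and it moves the columns away from the median-ratio scale to which they are already close. The numbers of genes changed at least 2-fold became 3330 up and 511 down in os2 HS/30, 3020 up and 760 down in os2 DS/30, and 2001 down in wt DS/30. In wt DS/30 falls then outnumbered rises, which were 1165. The median |log2 DS/HS| became 1.11 in wt and 0.48 in os2, and the signed median -0.82 in wt and -0.17 in os2, where it changed sign. The median of the nuo genes was -0.80 in wt HS/30 and changed sign to 0.38 in os2 HS/30, that of the vacuolar ATPase changed sign to 0.32 in os2 DS/30, and that of the proteasome changed sign to -0.25 in wt DS/HS and was -0.23 in os2 DS/HS. For S2 Table the medians were -2.65 in wt HS/30, -1.01 in wt DS/30, -1.14 in os2 HS/30 and -1.24 in os2 DS/30, with 0 genes up at least 2-fold in wt DS/30 and a mitochondrial median of -0.42 in os2 HS/30. The os2 medians of S2 Table in HS and DS changed order under this scaling, and also with the same upper quartile, with a pseudocount of 1 and with a mean FPKM of at least 10. For S1 Table the genes of autophagy and vacuoles that rose at least 3-fold numbered 4 in os2 HS/30 and 1 in wt DS/30, the median of vesicular sorting was 2.93 in os2 DS/30, and the lowest os2/wt DS ratio of the cell wall genes changed sign to 0.48.

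The same scaling changed the sign of 11 of 298 values for single genes or ends of a range, and moved 143 others without a change of sign. Besides the cell wall value, these were NCU01606 (-0.28), NCU05994 (-0.072) and NCU09842 (-0.18) in wt DS/30, NCU04721 (0.23) and NCU09520 (0.16) in wt HS/30, NCU04721 (0.14) and NCU09094 (0.73) in os2 HS/30, and NCU01759 (0.26), NCU05298 (0.53) and NCU05994 (0.048) in os2 DS/30.

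Scaling to the same upper quartile changed the sign of the os2 median of log2 DS/HS, to -0.066, and of NCU09094 in os2 HS/30, to 0.099. It moved the wt median of log2 DS/HS to -0.16, the nuo median in os2 HS/30 to -0.25, the proteasome median in os2 DS/HS to -0.13 and the number of genes of autophagy and vacuoles up at least 3-fold in os2 HS/30 to 2. This alternative also adds a constant to each comparison.

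With a mean FPKM of at least 10, 5588 genes were left of 8098, so that counts fell by construction, to 1279 up in wt HS/30, 804 up in os2 HS/30, 931 up and 789 down in wt DS/30, 1112 up in os2 DS/30, 887 changed in os2 DS/HS, and 46 higher and 127 lower in os2 at 30°C. The median |log2 DS/HS| was 0.80 in wt and 0.43 in os2, and the signed median changed sign to 0.075 in wt and was 0.053 in os2. With no filter, 363 genes were at least 2-fold higher in os2 at 30°C, and the median |log2 DS/HS| was 0.84 in wt and 0.47 in os2. The cause of these changes in the medians was not tested.

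A pseudocount of 1, which by construction draws ratios of low values toward 0, gave a median |log2 DS/HS| of 0.72 in wt and 0.40 in os2, with 112 genes at least 2-fold higher and 127 lower in os2 at 30°C. It moved 16 values of single genes without a change of sign. The median |log2 DS/HS| stayed larger in wt than in os2 under each of the 7 alternatives run for it.

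The percent of proteins whose transcript ratio had the same sign was 54.0% with the columns as deposited and 59.4% with the columns scaled to the same total. Without the 5 loci that the paper's tables print for 2 different proteins each, it was 54.3% and rho was 0.301. With FPKM below 0.5 in place of below 0.1, 1 gene in place of 0 was near 0 in all wt libraries and expressed in all os2 libraries, by the construction of a wider limit. The number of fragments behind each FPKM was not analysed here, which limits ratios of low values, such as those that a pseudocount of 1 moved.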

Differences from the paper's values

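No test in this part was chosen after the result was seen. Of 715 log2 ratios printed in S1 and S2 Tables, 15 differed from the value recomputed here in sign or by more than a factor of 1.5, and the median absolute difference over all of them was 0.070. Of 29 folds given in the paper's text, 1 differed.

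For Cys3 (NCU03536) the log2 ratio in wt DS/30 was 0.36 against the paper's 3.257, and in os2/wt DS it was -0.16 against the paper's -2.106. As a fold, Cys3 in wt DS was 1.28 times its 30°C level against the paper's 9.5. None of the alternatives set before the data were examined closed these gaps.

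In os2 HS/30 the log2 ratio of NCU07894 was 0.032 against the paper's 2.053 and that of NCU09278 was 0.25 against the paper's 2.646, while in os2 DS/HS, where the paper prints no value for them, they had 1.96 and 2.90. NCU02850 had 1.58 against the paper's 2.789 in os2 DS/30. NCU07127 had -1.40 against the paper's 1.656 in os2 DS/30 and 0.37 against the paper's 1.508 in os2 DS/HS, and NCU01348 had 5.34 against the paper's 3.609 in os2 DS/HS. None of the same alternatives closed these gaps.

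For the other values an alternative did close the gap, which does not show that the alternative is its source. With the columns scaled to the same total, NCU08761 had 1.27 in os2/wt DS, where it had 0.38 against the paper's 1.533 as deposited. The paper prints this same ratio, 1.533, with the same p-value for NCU09195 too. Scaling to the same total therefore need not be the source of this gap. Under that scaling NCU01348 had 5.27 in os2 DS/30, where it had 4.68 against the paper's 5.528, and NCU06727 had -4.22 in wt HS/30 and 2.41 in wt DS/HS, where it had -4.62 against the paper's -3.831 and 3.14 against the paper's 2.440. NCU08907 had 5.29 in os2 HS/30 and 7.08 in os2 DS/30 with that scaling, and 4.66 and 6.54 with the same upper quartile, where it had 4.52 against the paper's 5.221 and 6.49 against the paper's 7.086. With a pseudocount of 0.1 NCU10359 had 3.14 in os2 DS/30, where it had 3.49 against the paper's 2.663. The other alternatives did not close these gaps. Over all the table values, 393 differed with the columns scaled to the same total, 13 with the same upper quartile, 15 with the median ratio, 17 with a pseudocount of 0.1 and 76 with a pseudocount of 1.

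The paper also states directions that the values did not show, or showed only in part. It describes larger decreases in os2 during DS than during HS for S2 Table. The median log2 ratio there was -1.83 in os2 DS/30 and -1.91 in os2 HS/30. This order changed with the columns scaled to the same total or to the same upper quartile, with a pseudocount of 1 and with a mean FPKM of at least 10. Taken gene by gene, the median log2 DS/HS of these genes in os2 was -0.14, the direction the paper gives. At 2-fold or more, however, 21 of them rose and 10 fell. Over all genes more fell at least 2-fold in os2 DS/30 (1562) than in os2 HS/30 (1215). The paper describes ribosomal and ribosome processing transcripts in os2 as lowered alike by HS and DS. Ipi-1 (NCU09094), however, had -0.04 in HS/30, which turned positive with the columns scaled to the same total or upper quartile, and -1.71 in DS/30. It places the sulfate permeases and sulfate adenylyltransferase at control levels in wt DS, where NCU04433, NCU03235 and NCU01985 had log2 ratios to the control of -1.74, -1.78 and -1.77, and likewise the fatty acid desaturases, where NCU09497, NCU02209 and NCU02408 had -2.82, -1.95 and -1.85. It places Am glutamate dehydrogenase (NCU01195) and nitrite reductase (NCU04720) near control levels in DS, where they had -2.06 and -1.30 in os2, but -0.19 and -0.53 in wt.

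Where the paper states that neutral ceramidases rise in both stresses and both strains, NCU04721 had -0.18 in wt HS/30 and -0.63 in os2 HS/30, both positive with the columns scaled to the same total, and -0.27 in wt DS/30, while it rose in os2 DS/30 (2.11). The other gene listed as a neutral ceramidase, NCU10359, rose in each of these, with 6.29 in wt HS/30, 4.19 in wt DS/30, 1.45 in os2 HS/30 and 3.49 in os2 DS/30. It lists Vib1 (NCU03725) as reduced by HS and DS, and the log2 ratio in wt DS/30 was -0.06, with falls in wt HS/30 (-2.59) and in os2 HS/30 and DS/30 (-0.96 and -1.54). It lists the histidine kinase NCU09520 among transcripts raised by stress, and in wt HS/30 it had -0.24, positive with the columns scaled to the same total, while it rose in wt DS/30 (4.33) and in os2 HS/30 and DS/30 (1.01 and 1.71). The 26S proteasome subunit it lists as induced in DS over HS, Rpn-4 (NCU01640), had -0.33 in wt DS/HS and 1.18 in os2 DS/HS.

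Several transcripts whose increase the paper assigns to 1 strain or stress were at least 2-fold higher in others as well, though the paper's p-value filter was not applied here. Aod3 (NCU04874) had 1.05 in wt DS/30 and 2.65 in wt HS/30, and Os4 (NCU03071) had 1.14 in wt DS/30. Both wt DS/30 values fall below 2-fold with the shift of -0.32 that scaling to the same total adds to that comparison. That of Aod3 also rests on low values, 1.45 FPKM at 30°C and 3.00 in DS. Glycerol dehydrogenase 1 (NCU04923), which the paper gives as induced by DS in wt alone, had 1.81 in wt HS/30 too. It did not rise 2-fold in either stress of os2, with -2.22 in os2 HS/30, so the limit to wt held. The vacuolar transporters and sorting receptor that it gives as raised uniquely in os2 DS, NCU06231, NCU07894 and NCU08761, had 2.46, 1.17 and 1.54 in wt HS/30.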

Other observations

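The tests with shrunk ratios and of a compression of high values below were chosen after the results they bear on were seen, and every other test was set before its result was seen. Each rests on single libraries.

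More genes changed at least 2-fold in wt HS/30 than in os2 HS/30, 1.62 times as many. The lowest ratio of these counts under the 3 scalings was 1.17, found with the columns scaled to the same total. Under that scaling wt stayed ahead in the sum of rises and falls and in falls (1594 against 511), but os2 was ahead in rises (3330 against 2897), so the size of the difference and the lead in rises depend on the scaling of the columns. Among genes with a mean FPKM of at least 10 the ratio was 1.80, and over 3 groups of equal size by gene length it was no lower than 1.44, which argues against noise of weakly expressed genes and against gene length as the cause. A weaker response of os2 to HS stays open as a hypothesis, as do a difference between the 2 HS libraries that is not a response to HS and the strain background, which were not tested.

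Transcripts that were abundant at 30°C fell in wt HS/30. Ranked by the os2 control library, which is not part of that ratio, the top 10% of genes had a median log2 ratio of -1.67. Chance high values in the wt control library would not give this. In wt DS/30 the top 10% had -0.13. The lowest 10% by the os2 control library had 2.47 in wt HS/30 and 1.68 in wt DS/30. The ranked genes had a mean FPKM of at least 1 over the 6 libraries, stressed ones included. A gene near 0 at 30°C passed this filter only when higher in other libraries, which favours a rise in the lowest 10%. In wt HS/30 the medians fell from each 10% of genes to the next. A compression of high values would also give such a gradient, so the gradient alone does not tell these explanations apart. The top 10% by the wt control library had -0.75 in os2 HS/30, and this value turns positive with the shift of 0.77 that scaling to the same total adds to that comparison. In wt HS/30 the shift of 0.41 leaves the value of the top 10% negative. A compression of high values in the wt HS library as the whole cause would also lower transcripts that are abundant under stress only. Genes in the top 10% of os2 DS but not of os2 30°C had a median log2 os2/wt HS of -0.46, so they read higher in wt HS than in os2 HS, while genes in the top 10% of both had 0.67. This argues against compression as the whole cause, though the first genes were less abundant, with a median of 106 FPKM in os2 HS against 246. A general loss of transcripts abundant at 30°C in wt during HS may explain their fall and stays a hypothesis. This hypothesis does not cover the rise of the lowest 10%, which the filter on mean FPKM favours.

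Over the 7784 genes outside S1 and S2 Tables, Spearman's rho of log2 os2 DS/30 was 0.839 with log2 wt HS/30 and 0.693 with log2 wt DS/30, a difference of 0.146. The compared ratios share no library, and genes are not independent replicates. With log2 wt HS/30 shrunk to the spread of log2 wt DS/30 and noise added at the spread of log2 os2/wt 30, rho was 0.801, still above that of wt DS/30, which argues against the smaller spread of the wt DS changes as the whole cause. The values are consistent with the hypothesis that os2 treats DS much as wt treats HS, but rho of log2 os2 HS/30, over the genes outside these tables with both ratios, was also higher with log2 wt HS/30 (0.796) than with log2 wt DS/30 (0.539), so the lower rho of wt DS is not specific to os2 DS. A departure of wt DS alone, in the cells or in the library, would give the same result and stays open.

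Across the 224 listed proteins, rho of the protein and transcript os2/wt ratios was 0.295, with a 95% bootstrap interval over proteins from 0.166 to 0.415. The value set beforehand for protein ratios that follow transcript ratios was 0.3, which lies inside the interval, so the 2 outcomes cannot be told apart. Without the loci printed for different proteins rho was 0.301. Of 117 proteins higher in os2, 84 had a lower transcript in os2, a number that depends on the scaling of the columns, since scaling to the same total adds 0.89 to each os2/wt DS log2 ratio. The signs were the same for 121 of the 224 proteins, and most proteins lower in os2 had a lower transcript as well. The 84 therefore do not show an opposition specific to proteins higher in os2.

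There were 3 genes with FPKM below 0.1 in all os2 libraries and of at least 1 in all wt libraries, and 0 the other way round. NCU06420 on chromosome III had 189, 31.9 and 363 FPKM in wt at 30°C, HS and DS, NCU01011 on chromosome V had 1.00, 74.2 and 172, and NCU08089 on chromosome I had 3.70, 7.21 and 4.23. With 0 adjacent pairs among 3 genes, a missing or diverged segment in the os2 background and other causes cannot be told apart, because 3 genes are too few for the test. Both neighbours of NCU06420 were listed at 0 in all os2 libraries, but they were low in wt too, where NCU16630 had at most 3.45 FPKM (DS) and NCU06421 at most 0.270 (30°C). The neighbours of the other 2 genes were above 0 in each os2 library: next to NCU08089, NCU16306 had 198, 65.1 and 105 FPKM in os2 at 30°C, HS and DS and NCU08087 at most 1.59, and next to NCU01011, NCU01010 had at most 3.03 and NCU01012 at most 0.484. These values go against a missing segment that reaches beyond NCU08089 or NCU01011. All these neighbours were looked at after the values were seen.

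The largest falls in wt HS/30 among genes outside those the paper discusses were those of NCU05712 (log2 ratio -8.59), NCU08433 (-7.03) and NCU02910 (-6.86). The largest rises in wt DS/HS were those of NCU05712 (8.38), NCU05948 (6.17) and NCU02545 (5.86). No biological explanation was tested for these genes.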
